# Etv6 activates *vegfa* expression through positive and negative transcriptional regulatory networks in *Xenopus* embryos

**DOI:** 10.1038/s41467-019-09050-y

**Published:** 2019-03-06

**Authors:** Lei Li, Rossella Rispoli, Roger Patient, Aldo Ciau-Uitz, Catherine Porcher

## Abstract

VEGFA signaling controls physiological and pathological angiogenesis and hematopoiesis. Although many context-dependent signaling pathways downstream of VEGFA have been uncovered, *vegfa* transcriptional regulation in vivo remains unclear. Here, we show that the ETS transcription factor, Etv6, positively regulates *vegfa* expression during *Xenopus* blood stem cell development through multiple transcriptional inputs. In agreement with its established repressive functions, Etv6 directly inhibits expression of the repressor *foxo3*, to prevent Foxo3 from binding to and repressing the *vegfa* promoter. Etv6 also directly activates expression of the activator *klf4*; reflecting a genome-wide paucity in ETS-binding motifs in Etv6 genomic targets, Klf4 then recruits Etv6 to the *vegfa* promoter to activate its expression. These two mechanisms (double negative gate and feed-forward loop) are classic features of gene regulatory networks specifying cell fates. Thus, Etv6’s dual function, as a transcriptional repressor and activator, controls a major signaling pathway involved in endothelial and blood development in vivo.

## Abstract (web summary)

How vegfa expression is transcriptionally regulated in vivo is unclear. Here, the authors demonstrate that the ETS transcription factor Etv6 acts as a repressor and an activator of two direct regulators of *vegfa* expression (*foxo3* and *klf4*, respectively) to control blood formation in *Xenopus*.

## Introduction

Vascular endothelial growth factor A (VEGFA) signaling is critical for both physiological and pathological processes in the adult, including hematopoiesis, angiogenesis and solid tumour progression. In hematopoiesis, VEGFA regulates hematopoietic stem cell (HSC) survival and function in the bone marrow through both cell intrinsic and extrinsic mechanisms^1,2^. In angiogenesis, VEGFA is required for endothelial cell proliferation, migration and organization in three dimensions to form new vessels during vascular remodelling^3^. Finally, in cancer, VEGFA signaling plays essential roles in the regulation of tumour angiogenesis and metastasis^4^, and has emerged as a key anti-angiogenic target in a wide variety of cancer therapies^5^. However, inhibitors of VEGFA-mediated signaling often trigger limited responses in both human tumours and mouse models of cancer, due to the development of evasive and intrinsic resistance mechanisms^5^.

VEGFA signaling is also essential during embryogenesis where it plays pivotal roles in the development of the endothelial and hematopoietic systems. Knockout of *VegfA* or *VegfA* receptor (*Vegfr1*, *2*) genes in mice results in early lethality owing to severe defects in vascular development^6^. Mice deficient in *Vegfr2* (also known as *Flk1* or *Kdr*) show an absence of yolk sac blood islands and reduction of CD34^+^ hematopoietic progenitors^7^. In vitro, VEGFA is required for the specification of FLK1^+^ mesoderm into hematopoietic and cardiovascular lineages in mouse embryonic stem cell differentiation models^8,9^. In embryos, *vegfa* is essential for HSCs emergence and has been shown to be required at several stages of their programming^10–12^. In *Xenopus*, acting in a paracrine manner from the somites, Vegfa is required for the establishment of definitive hemangioblasts (DHs, precursors of the dorsal aorta (DA) and HSCs) in the dorsal lateral plate (DLP) mesoderm^11,12^. Later, Vegfa secreted by the hypochord guides the migration of DA precursors from the DLP to the midline^11,12^.

Although critical to understand the development of the vascular and hematopoietic systems, very little is known about the regulation of the complex spatio-temporal expression pattern of *vegfa* during embryogenesis. Because developmental and tumour biology and, in particular, angiogenic and metastatic processes share signaling and transcriptional pathways^13^, a better understanding of the regulatory networks lying upstream of VEGFA during specification of the hematovascular lineage may help identify new druggable targets relevant to VEGFA-dependent diseases.

ETV6, a transcriptional repressor belonging to the ETS family of transcription factors (TFs)^14–16^, is a key regulator of hematopoietic, angiogenic and tumorigenic processes, and has been linked to *vegfa* regulation. It is essential for bone marrow hematopoiesis^17,18^ and is involved in many chromosomal rearrangements which lead to childhood leukaemias^19^. Additionally, germline and somatic mutations in *ETV6* have recently been shown to be involved in other malignancies such as skin, colon, mammary and salivary gland cancers^20–22^. In mouse embryos, *Etv6* homozygous deletion leads to early embryonic death because of defective yolk sac angiogenesis^23^.

Previously, we showed that Etv6 specifies DHs and HSCs in developing *Xenopus* embryos through positive regulation of *vegfa* expression in the somites at stage 22 of development^12^. Because Etv6 is considered a transcriptional repressor^14,15,24^, this suggested an indirect regulatory mechanism of action whereby Etv6 directly represses expression of a *vegfa* transcriptional repressor. To test this hypothesis, we set out to investigate the mechanism by which Etv6 activates *vegfa* expression in the somites. Using genome-wide and functional analyses, we identify Etv6 direct target genes and show that Etv6 employs multiple regulatory mechanisms. To allow *vegfa* expression, Etv6 directly represses *foxo3*, a known transcriptional repressor of VegfA in cancer cells^25,26^, thus participating in a double negative gate. Unexpectedly, Etv6 also directly activates expression of *klf4*, a known activator of VegfA in endothelial cells and a regulator of metastatic processes^27,28^. Consistent with a feed-forward loop mechanism, Etv6 also binds the *vegfa* promoter through a Klf4-dependent mechanism. Thus, our work demonstrates that *vegfa* expression in the somites is regulated by a complex gene regulatory network (GRN) with Etv6 acting both as a repressor and, unexpectedly, an activator. These findings further our understanding of the in vivo regulation of *vegfa* and provide a platform for the study of the processes underlying VEGFA-dependent tumorigenesis, such as those involving FOXO3 and KLF4, and for the establishment of future therapeutic strategies.

## Results

### Etv6 genome-wide occupancy in the somites of *Xenopus* embryos

To investigate the mechanism by which Etv6 regulates *vegfa* expression in the somites, we first set out to identify Etv6 genomic targets through ChIP-seq (Fig. 1a). To this end, we generated ChIP-grade anti-*Xenopus*-Etv6 polyclonal antibodies in rabbits. Three short peptides were designed (Supplementary Figure 1a) and used to generate six polyclonal antibodies (two/peptide). Four of these antibodies detected Etv6 protein on western blots (Supplementary Figure 1b) and were tested for their ability to immunoprecipitate endogenous Etv6 protein from protein extracts generated from the somites of stage 22 embryos. Two antibodies (Etv6-2a and Etv6-2b) immunoprecipitated endogenous Etv6 protein (Supplementary Figure 1c). Etv6-2a showed greater affinity to Etv6 and, therefore, was selected for ChIP-seq experiments. Chromatin immunoprecipitation was performed on three independent biological samples obtained from the somites of wild-type (WT) stage 22 embryos (Fig. 1a). Indexed libraries were generated from immunoprecipitated DNA and control input, samples were pooled and sequenced, and reads mapped to the *X. laevis* genome.

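Etv6 ChIP was performed on 3 biological samples of wild-type somites at stage 22, each with a matched input, so that the series comprises 3 ChIP and 3 input samples. The paper's methods give 40 embryos per ChIP and 20 min in each of EGS and formaldehyde, whereas the sample labels give 10 min for the fixation. The processed data hold no read counts, and the depths are those of the paper's Reporting Summary. By that summary, the ChIP libraries had 65447426, 75500184 and 51827454 reads of 40 nt in replicates 1, 2 and 3, and the inputs had 30718918, 34714248 and 43900158 reads. From the numbers given there for uniquely mapped reads, 54.3%, 53.8% and 40.0% of the ChIP reads and 74.3%, 74.8% and 74.8% of the input reads were uniquely mapped in replicates 1, 2 and 3. The authors trimmed the reads, mapped them to the X. laevis v9.1 genome with BWA, called peaks in each ChIP replicate against its input with MACS2 at default thresholds, and kept with DiffBind the merged peaks found in all 3 replicates. The resulting list gives the position and a number for each peak, and a score that is 0 in every row. It holds no value for a single replicate, so the values below have no replicate error. Peak length was taken as the deposited end minus the deposited start. Peaks were assigned to direct target genes by an overlap of at least 1 bp with the peaks of Supplementary Data 5. Starts are given below as in Supplementary Data 5, which lies 2 bp after the deposited start for each of its 545 peaks. A length given below is therefore longer than the span of the printed positions.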

**Fig. 1:**
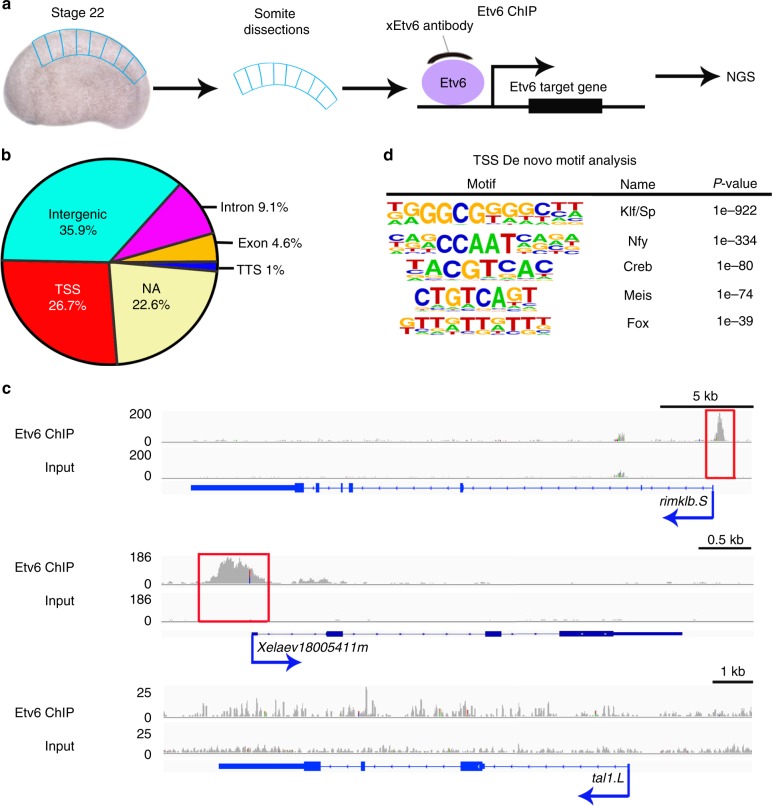
Genome-wide occupancy of Etv6 in *Xenopus* somites at stage 22. **a** Experimental design of Etv6 ChIP-seq assay. The somites were dissected from stage 22 *Xenopus laevis* embryos, homogenized and fixed, and subjected to Etv6 ChIP-seq. NGS, next-generation sequencing. **b** Genomic distribution of the 9128 Etv6 ChIP-seq peaks throughout the *X. laevis* genome. NA, not annotated; TSS, transcription start site; TTS, transcription termination site. **c** Integrative genome viewer (IGV) showing examples of Etv6 ChIP-seq tracks. Etv6 binding is enriched in the TSS region of *rimklb.S* and *Xelaev18005411m* (red boxes) but not in the TSS region of *tal1.L*. Input is shown as control. The consensus peaks were generated using DiffBind; for the peak tracks of individual replicates, see Supplementary Figure 13. **d** De novo motif analysis of ETV6 peaks located in the TSS region. Five out of the 22 overrepresented motifs are shown

A total of 9128 Etv6 consistent peaks across the three biological replicates were identified using DiffBind^29^ (Supplementary Data 1). 

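The consensus list held 9128 peaks, which together covered 5.82 Mb of the v9.1 genome. Their median length was 543 bp, with quartiles at 415 and 743 bp and a range from 202 to 7286 bp. With peaks less than 1 kb apart merged, the alternative that lowered the number most among those that kept all sequences, 8403 intervals remained. The peaks carry rising numbers with gaps, the highest being 18895, so that the list holds 48.3% of the numbers up to that one. What the numbers count is not stated. Since no peak has a value per replicate, the strength of a peak in each replicate could not be compared.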

The genomic distribution of the peaks revealed Etv6 occupancy over distinct features including transcription start sites (TSS), transcription termination sites (TTS), exons, introns and intergenic regions (Fig. 1b). Additionally, 22.6% of the peaks mapped to genomic regions not yet annotated (NA). 

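By sequence, 6118 of the 9128 peaks lay on the 18 chromosomes and 3010 (33.0%, exact 95% confidence interval 32.0 to 34.0%) on unplaced scaffolds of v9.1, which are sequences not assigned to a chromosome. The latter peaks were spread over 2015 scaffolds, of which 1771 had 1 peak each. The median peak length was 550 bp on chromosomes and 521 bp on scaffolds. The L chromosomes carried 3304 peaks and the S chromosomes 2814, an L share of 54.0% (exact 95% confidence interval 52.7 to 55.3%). In 8 of the 9 pairs of homeologous chromosomes the L chromosome had more peaks, the exception being chromosome 2 with 404 peaks on L and 411 on S. The share on scaffolds is not the same quantity as the share of peaks in regions that the paper gives as not annotated, since a scaffold can hold annotated genes. Chromosome lengths were not used here, so these counts are not densities. The positions of TSS, TTS, exons and introns in v9.1 were not used here either, and the shares of Fig. 1b were not recomputed.

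**Figure D1:**
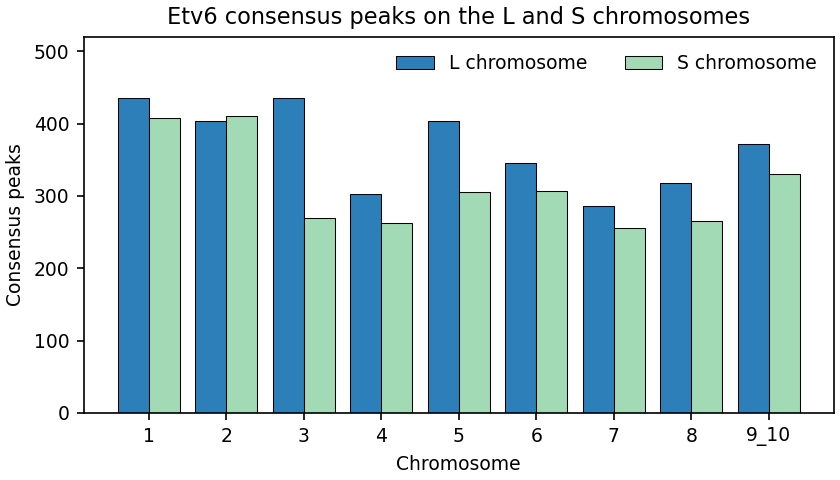
Number of Etv6 consensus peaks on each L and S chromosome of X. laevis v9.1, with the chromosome on the x axis and the number of peaks on the y axis. The bars of chromosome 2 stand at 404 and 411 peaks, and each other pair has the higher bar on L.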

For all subsequent analyses, and as a first step to identify Etv6 direct transcriptional targets, we focused on the 2440 peaks (26.7%) located in TSS regions that could confidently be associated with 2416 genes. 

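The peak that Supplementary Data 5 assigns to rimklb-like.S, the only name there with rimklb in it, lay on chromosome 7S of v9.1 from 4162768 to 4163424, and that of Xelaev18005411m.g on chromosome 1L from 42348310 to 42349084. With lengths of 658 and 776 bp, these peaks were as long as or longer than 66.6% and 77.9% of the consensus peaks. Another peak lay 115 bp from the peak of Xelaev18005411m.g, while the nearest peak to that of rimklb-like.S was 47.9 kb away. The list gives no enrichment for any peak, so these were not ranked by enrichment.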

In Fig. 1c, to illustrate the quality of the Etv6 ChIP-seq data, we show the profiles of two genes with the highest enrichment of Etv6 in their TSS region (*rimklb* and *Xelaev18005411m*). *Tal1*, a hematopoietic gene not expressed in the somites at stage 22^11^, is an example of a gene devoid of Etv6 peaks at its TSS region.

Next, we performed de novo motif analysis on the sequences underlying all Etv6 peaks associated with TSS regions using Homer software^30^. Etv6 peaks showed significant enrichment of consensus binding sequences corresponding to known TFs (Fig. 1d). Surprisingly, ETS family binding motifs were not represented (Supplementary Table 1). Instead, the most overrepresented motif belonged to the Klf/Sp family, followed by consensus motifs for Nfy, Creb, Meis and Fox TFs. A similar result was obtained when the de novo motif analysis was performed on all 9128 Etv6 peaks across the genome, as the most overrepresented binding motif corresponds to the Klf/Sp family (28.29%, Supplementary Data 2). Only a small fraction of the peaks (3.31%) was found to be enriched with ETS-binding motifs (TACTTCTT, Supplementary Data 2). This suggested that, globally, Etv6 is preferentially recruited to chromatin indirectly, through interaction with other DNA-binding TFs such as members of the Klf/Sp family.

### Establishing the somitic transcriptome regulated by Etv6

In *Xenopus* embryos, *vegfa* expression in the somites at stage 22 of development is completely dependent on Etv6^12^. To determine the transcriptional targets of Etv6 in this tissue and stage of development, we compared the transcriptome of WT and Etv6-deficient somites, the latter generated with a previously validated *etv6* antisense morpholino oligonucleotide (MO)^12^ (Fig. 2a). Spearman correlation analysis and principal component analysis (PCA) revealed that *etv6* deficiency causes significant changes in the transcriptome of the somites (Fig. 2b, Supplementary Figure 2). Indeed, differential expression analysis identified a total of 5186 differentially expressed genes (DEGs, FDR <0.05) with 2236 genes normally repressed by Etv6 (upregulated in Etv6-deficient somites) and 2950 genes normally activated by Etv6 (downregulated in Etv6-deficient somites) (Fig. 2c, Supplementary Data 3). Interestingly, gene ontology analysis indicated an enrichment in categories related to positive and negative regulation of transcription (Supplementary Data 4), confirming our hypothesis that Etv6 controls biological processes through the regulation of the expression of transcriptional regulators.

**Fig. 2:**
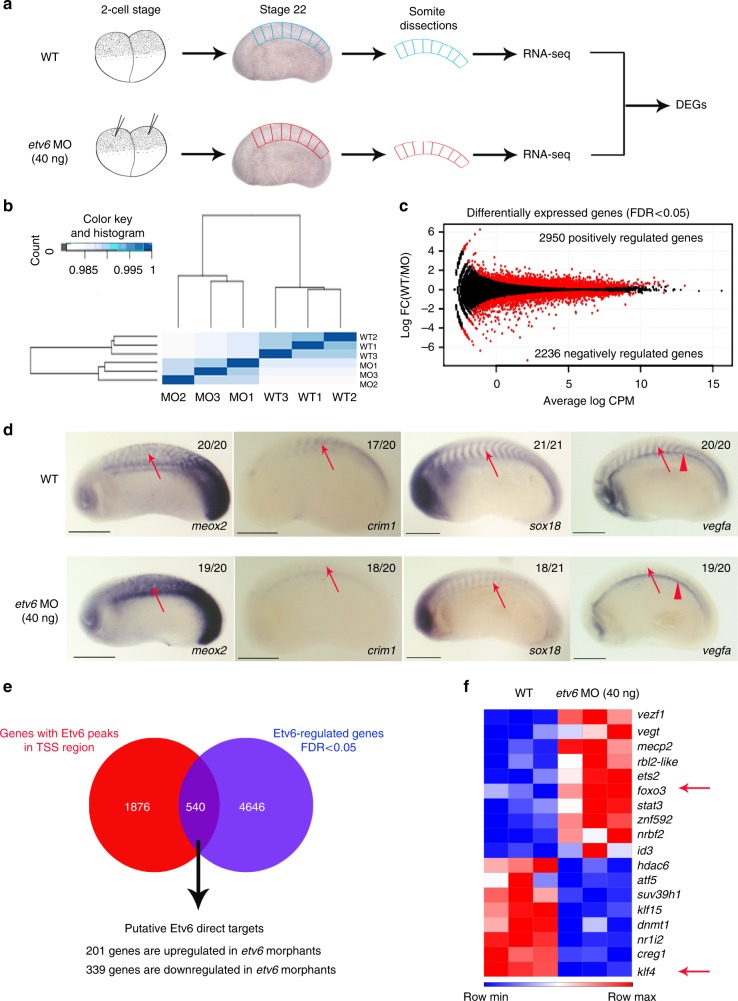
Identification of Etv6 direct transcriptional targets in the somites. **a** Experimental design. RNA-seq was performed on wild type (WT) and Etv6-deficient (*etv6* MO-injected embryos) somite explants dissected from stage 22 embryos. Differentially expressed genes (DEGs) were identified by comparing the transcriptome of these tissues. **b** Spearman correlation analysis on triple biological RNA-seq replicates. **c** MA plot (magnitude of the difference versus amplitude of the signal) showing the fold-change in gene expression of all genes in WT versus Etv6-deficient somites (log_2_FC) compared to their expression levels (log_2_CPM). Black dots, non-significant change; red dots, differentially expressed genes (DEGs). The number of positively and negatively regulated DEGs is indicated. **d** WISH showing the expression of DEGs in stage 22 WT and Etv6-deficient embryos. *Meox2* expression is upregulated in the somites (arrows) in Etv6-deficient embryos whereas expression of *crim1*, *sox18* and *vegfa* is downregulated. Note that *vegfa* expression in the hypochord is unaffected (arrowheads). Embryos are shown in lateral view with anterior to the left and dorsal to the top. Numbers in top right corner indicate the number of embryos exhibiting the phenotype pictured (scale bars: 0.5 mm). **e** The intersection between DEGs and genes harbouring Etv6 ChIP-seq peaks in their TSS region reveals 540 putative direct target genes. **f** *Foxo3* and *klf4* (arrows), known transcriptional regulators of *vegfa*, are amongst the 18 TFs and chromatin modifiers identified as potential direct transcriptional targets of Etv6

To validate the RNA-seq data, we next confirmed the differential expression of selected genes in WT and Etv6-deficient embryos by Whole-mount in situ hybridization (WISH) (Fig. 2d). During vertebrate development, the homeobox genes *meox1* and *meox2* regulate somitogenesis and myogenesis^31^. In zebrafish, *meox1* also represses the expansion of somite-derived endothelial cells thereby limiting HSC development in the DA^32^. The single *Xenopus meox* gene is repressed by Etv6 in somites (WT/*etv6* MO log_2_FC = −0.89 for *meox2.L* and −0.53 for *meox2.S*) and WISH confirmed higher expression in Etv6-deficient somites (Fig. 2d). *Crim1*, a regulator of VEGFA autocrine signaling in endothelial cells^33^, is positively regulated by Etv6 (WT/*etv6* MO log_2_FC = 0.68). WISH analysis confirmed downregulation of *crim1* expression in the somites of Etv6-deficient embryos (Fig. 2d). *Sox18*, a TF required for the development of blood vessels^34^, is positively regulated by Etv6 in the somites, as revealed by RNA-seq and confirmed by WISH (WT/etv6 MO log_2_FC = 1.01, and decreased expression in the somites of Etv6-deficient embryos, Fig. 2d). Finally, we have previously reported that *vegfa* expression in the somites is activated by Etv6^12^. Intriguingly, *vegfa* was not identified as a differentially expressed gene by RNA-seq. WISH analysis did, however, confirm that *vegfa* is absent in the somites of Etv6-deficient embryos. It also revealed strong *vegfa* expression in the hypochord of both WT and Etv6-deficient embryos (Fig. 2d), thus providing an explanation for the absence of *vegfa* from the DEG list, as the explants used for RNA extraction contained the hypochord, the unperturbed expression of *vegfa* in the Etv6-deficient hypochord masked its downregulation in the somites. More importantly, this demonstrates that Etv6 specifically controls the expression of *vegfa* in the somites. In conclusion, our RNA-seq data reveals a robust transcriptional response to *etv6* knock-down.

### Identification of Etv6 direct target genes

To identify Etv6 direct transcriptional targets, we compared the list of genes harbouring Etv6 peaks in their TSS regions (2416 genes) to the list of DEGs (5186 genes). This revealed 540 putative direct target genes with 545 peaks in their TSS regions (Fig. 2e, Supplementary Data 5). 

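All 545 peaks of Supplementary Data 5 were found in the consensus list, each ending at the same base as a deposited peak. They made up 5.97% of the 9128 peaks and belonged to 540 genes, of which 5 had 2 peaks. Of the 545 direct target peaks, 515 lay on chromosomes and 30 on unplaced scaffolds. Direct target peaks were 8.42% of the peaks on chromosomes and 0.997% of those on scaffolds (two-sided Fisher's exact test across peaks, p = 1.51e-57). A direct target peak lies by definition at an annotated TSS, so a peak in a region without annotation could not be one. How many scaffold peaks lie in such regions was not determined, so this test cannot tell binding from annotation. On chromosomes, 291 direct target peaks lay on L and 224 on S, an L share of 56.5% against 53.8% among the other peaks (two-sided Fisher's exact test, p = 0.248). The median length of direct target peaks was 546 bp and that of the other peaks 543 bp (permutation test of the difference in medians, two-sided, 100000 resamples, p = 0.815). Peaks were the units of these tests, not samples.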

Surprisingly, around two thirds of Etv6 target genes (339/540, 63%) were downregulated in the somites of Etv6-deficient embryos, strongly indicating that Etv6, typically considered as a transcriptional repressor^19^, can also act as an activator of gene expression in the somites at stage 22. 

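Of the 540 genes whose peak was found in the consensus list, Supplementary Data 5 gives 339 as activated by Etv6 and 201 as repressed, an activated share of 62.8% (exact 95% confidence interval 58.5 to 66.9%). The paper's numbers for all differentially expressed genes give an activated share of 56.9%, and the difference of 5.89 percentage points had p = 0.00615 in a two-sided exact binomial test. The test took that share as fixed, though the 540 genes are among those that gave it. It also treated genes as independent, while 30 of 34 pairs of L and S copies changed in the same direction. Among the 175 genes with an expression change over 1.5-fold, the alternative that moved the share most, 117 (66.9%) were activated, and the share among all differentially expressed genes past that limit was not computed here. Peak length did not separate the directions. The median was 545 bp for the 342 peaks at activated genes and 546 bp for the 203 peaks at repressed genes (two-sided permutation test, p = 0.992). The expression values are the paper's, and only the presence and length of the peaks were taken from the ChIP-seq list. From the larger number of genes downregulated without Etv6, the paper concludes that Etv6 can also act as an activator in the somites. It also reports direct activation of klf4 from ChIP-qPCR, expression and luciferase experiments, which were not analysed here.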

De novo motif analysis on the sequences underlying the peaks linked to genes normally activated by Etv6 identified Klf/Sp, Nfy and Creb motifs. Notably, only 9.94% of these peaks contained ETS motifs (CTTCCGCCCTTT and GGCCGGCAGTGT, Supplementary Table 2). Regarding the genes normally repressed by Etv6, their Etv6 peaks contained Klf/Sp, Nfy, Creb and Hox motifs, and were not enriched in ETS-binding *cis*-elements (Supplementary Table 2). This is similar to what was observed in de novo motif analysis on all Etv6 ChIP-seq peaks and peaks at TSSs: ETS-binding motifs are present in only a small fraction of the peaks (see above and Supplementary Table 1 and Supplementary Data 2). Therefore, Etv6 recruitment to all its genomic targets, including the genes it normally regulates transcriptionally, largely depends on additional DNA-binding TFs.

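By gene name, 13 of the 18 genes of Fig. 2f had a peak in Supplementary Data 5 that was found in the consensus list, 9 of them repressed and 4 activated by Etv6 in the paper's values. These 13 genes had 16 peaks, because vezf1, foxo3 and dnmt1 had a peak at both the L and the S copy. Peak lengths ranged from 292 bp at foxo3.S to 1132 bp at vezf1.L, with a median of 627 bp. The remaining 5 genes (stat3, hdac6, suv39h1, nr1i2 and creg1) were not listed there under those names, and peaks listed under locus names alone were not assigned to them.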

To identify the transcriptional regulators that could mediate Etv6 control of *vegfa* expression, we next focused on the 18 TFs and chromatin modifiers detected amongst the Etv6 putative direct targets with fold-change in gene expression >1.5 (Fig. 2f). Many of these transcriptional regulators are involved in the control of *vegfa* expression in higher vertebrates^35–39^. Amongst those, *foxo3 (Forkhead box o3)*, a transcriptional repressor of *vegfa* in cancer cells^25,26^, and *klf4 (Krüppel-like factor 4)*, a transcriptional activator of *vegfa* in endothelial cells and a regulator of metastatic processes^27,28^, are known to exert their functions through direct binding to the *VegfA* promoter^25,27^. In *Xenopus* somites, their expression is respectively repressed and activated by Etv6 (Fig. 2f). For these reasons, we hypothesized that Foxo3 and Klf4 may directly contribute to the regulation of *vegfa* expression in the somites downstream of Etv6.

### Etv6 prevents Foxo3-mediated repression of *vegfa*

To investigate whether Etv6 could be regulating *vegfa* expression by repressing *foxo3* expression, we first confirmed the binding of Etv6 to both *foxo3* genes in the *X. laevis* genome. *X. laevis* is an allotetraploid organism with a genome organized into two homologous sub-genomes, referred to as L and S, and most genes (>56%) are represented by two distinct homologous copies which can be regulated differently^40^. ChIP-seq tracks in Fig. 3a show that Etv6 peaks are present in the TSS region of both *foxo3.L* and *foxo3.S* and Etv6 binding in these regions was confirmed by ChIP-qPCR (Fig. 3b). These peaks contained one Ets (5’-G(A/T)GGAAG(G/T)-3’) and several Klf/Sp binding motifs. Furthermore, upregulation of *foxo3* in the somites of Etv6-deficient embryos was confirmed by WISH with probes designed to target both *foxo3.L* and *foxo3.S* (Fig. 3c) and RT-qPCR on RNA extracted from stage 22 somites with primers designed to detect both *foxo3* genes (Fig. 3d). 

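At foxo3.L, the consensus peak lay on chromosome 5L of v9.1 from 79640972 to 79641866 and had a length of 896 bp, as long as or longer than 85.1% of all consensus peaks. At foxo3.S, the peak lay on chromosome 5S from 60807036 to 60807326 and had a length of 292 bp, in the shortest 3.82% of the list. The nearest other peak was 14.6 kb from the foxo3.L peak and 10.8 kb from the foxo3.S peak. Both peaks passed the authors' requirement of a call in all 3 replicates. A difference in length between these copies cannot be set against replicate error, since the list holds no length per replicate.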

To functionally link the repressive function of Etv6 on *foxo3* expression to Etv6-occupied DNA regions, we next tested the transcriptional activity of the sequences underlying the Etv6 peaks in *foxo3.L* and *foxo3.S* promoters in luciferase assays. When compared to the empty vector (control-*luc*), both sequences had the capacity to induce luciferase activity in wild type embryos, with the *foxo3.S* sequence exhibiting a stronger transcriptional activity (Supplementary Figure 3). Critically, luciferase activity was significantly enhanced in Etv6-deficient embryos, confirming that these sequences are involved in Etv6-mediated repression of *foxo3*. In conclusion, both *foxo3.L* and *foxo3.S* are directly repressed by Etv6 in the somites.

**Fig. 3:**
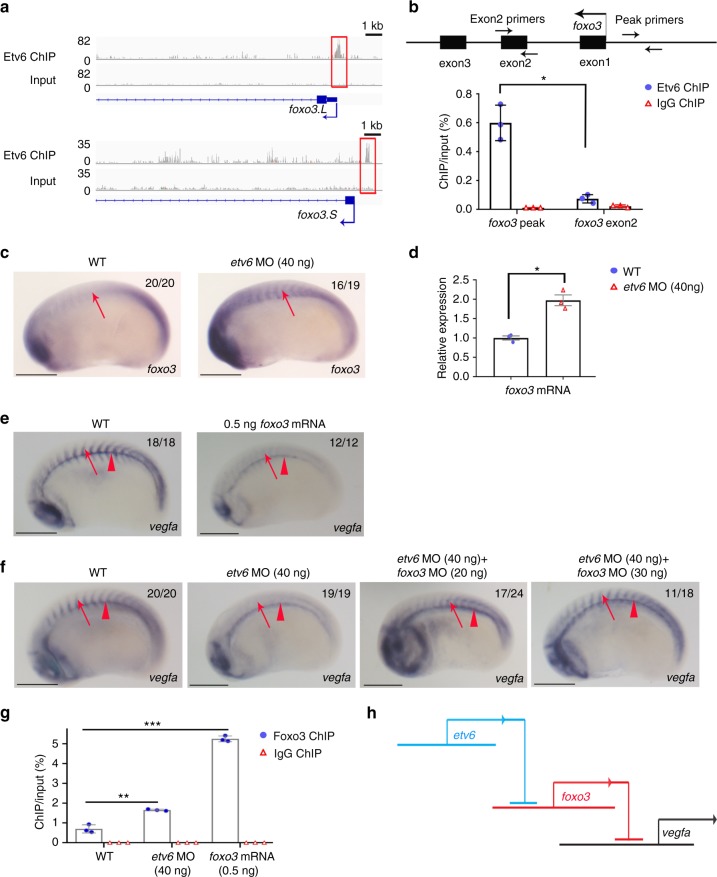
Etv6 prevents Foxo3-mediated repression of *vegfa* in the somites. **a** IGV showing Etv6 peaks (red boxes) in the TSS region of *foxo3.L* and *foxo3.S*. Input is shown as control. For the peak tracks of individual replicates, see Supplementary Figure 13. **b** ChIP-qPCR analysis confirming that Etv6 binding is enriched in the *foxo3* promoter region. The diagram above the histogram depicts the *foxo3* locus and the location of the primers used to amplify the region of the Etv6 peak in the *foxo3* TSS region (peak primers) and a negative control region in exon2 (exon2 primers). Primers were designed to target both *foxo3.L* and *foxo3.S*. IgG ChIP was used as negative control. Error bars represent SEM of three biological replicates. *P = 0.014, two-tailed Student’s *t*-test. **c** WISH showing that *foxo3* expression is upregulated in the somites (arrows) of Etv6-deficient (*etv6* MO) embryos (scale bars: 0.5 mm). **d** RT-qPCR confirming that *foxo3* is upregulated in stage 22 Etv6-deficient somites. Expression was normalized to *odc1*. Error bars represent SEM of three biological replicates. *P = 0.020, two-tailed Student’s test. **e** WISH showing that overexpression of *foxo3* (0.25 ng *foxo3.L* mRNA + 0.25 ng *foxo3.S* mRNA) blocks *vegfa* expression in the somites (arrows) whereas expression in the hypochord (arrowheads) is unaffected (scale bars: 0.5 mm). **f** WISH showing that blocking *foxo3* translation with MOs rescues *vegfa* expression in the somites (arrows) of Etv6-deficient (*etv6* MO) embryos. Arrowheads indicate expression in the hypochord (scale bars: 0.5 mm). **g** Foxo3 ChIP-qPCR on the *vegfa* promoter region. The assay was performed on somitic material isolated from wild-type, Etv6-deficient (*etv6* MO) and *foxo3* mRNA overexpressing embryos at stage 22. IgG ChIP was used as negative control. Error bars represent SEM of three biological replicates. **P = 0.0014, ***P = 0.00018, two-tailed Student’s *t*-test. **h** Diagram illustrating that *vegfa* expression in the somites requires the repression of *foxo3* by Etv6, i.e., Etv6 represses a repressor of *vegfa*. Images in **c, e,** **f** show stage 22 embryos in lateral view with anterior to the left and dorsal to the top. Numbers in top right corner indicate the number of embryos exhibiting the phenotype pictured

Next, we tested the hypothesis that Foxo3 may repress the expression of *vegfa* in the somites. First, we determined whether upregulation of *foxo3* was sufficient to repress *vegfa* in the somites by injecting *foxo3* mRNA into 2-cell stage embryos and testing *vegfa* expression by WISH at stage 22. Indeed, *vegfa* expression was dramatically downregulated in the somites of embryos injected with exogenous *foxo3* mRNA (Fig. 3e) whereas expression in the hypochord was unaffected. Importantly, *etv6* expression was unaffected in the somites of *foxo3*-overexpressed embryos (Supplementary Figure 4). This indicated that *foxo3*, like Etv6, specifically regulates the expression of *vegfa* in the somites, supporting the notion that Etv6 positively regulates the expression of *vegfa* through repression of *foxo3*. To further confirm that *vegfa* downregulation in the somites of Etv6-deficient embryos is mediated by Foxo3, we designed MOs that efficiently block the translation of *foxo3* (Supplementary Figure 5a–b). Consistent with the absence of *foxo3* expression in the somites of stage 22 embryos (Fig. 3c and Supplementary Figure 6), injection of *foxo3* MOs had no effect on *vegfa* expression in the somites of WT embryos (Supplementary Figure 5c). However, co-injection of *foxo3* MOs with *etv6* MOs rescued the expression of *vegfa* in the somites of Etv6-deficient embryos (Fig. 3f), indicating that Etv6 prevents Foxo3-mediated repression of *vegfa* in the somites.

In cancer cells, FOXO3 has been reported to repress *VegfA* expression by directly binding to the *VegfA* promoter region^25,26^. Using Jaspar^41^, we have identified a putative Foxo3 binding site (5’-GTAAACA-3’)^42^ in the promoter region of *Xenopus vegfa* distantly localized upstream the Etv6 ChIP peak (Supplementary Data 6). Foxo3 ChIP-qPCR experiments showed that Foxo3 does indeed bind this sequence and, as expected, occupancy is significantly increased in Etv6-deficient embryos or when *foxo3* is overexpressed in embryos (Fig. 3g). Furthermore, in luciferase assays, a *vegfa* promoter fragment containing the Foxo3 binding motif can indeed repress transcriptional output and, critically, its repressive activity is lost when the Foxo3 binding motif is deleted (Supplementary Figure 7). Taken together, these results indicate that *foxo3* directly represses the transcriptional activity of the *vegfa* promoter (Fig. 3h).

### Etv6 acts as a direct transcriptional activator of *klf4*

The *klf4* gene is a candidate direct target of Etv6 in the somites (Fig. 2f). Interestingly, KLF4 has been shown in human retinal microvascular endothelial cells (HRMECs)^27^ and human umbilical vein endothelial cells (HUVECs)^28^ to activate *VegfA* expression through direct binding to its promoter. We, therefore, hypothesized that Etv6 could activate *vegfa* expression in the somites through Klf4.

We first validated binding of Etv6 in the promoter regions of the two *Xenopus klf4* genes, *klf4.L* and *klf4.S* (Fig. 4a, b), and confirmed by WISH (Fig. 4c) and RT-qPCR (Fig. 4d) on stage 22 Etv6-deficient embryos that expression of *klf4* in the somites was dependent on Etv6. Additionally, we demonstrated by western blot that Klf4 protein levels were dramatically reduced in the somites of Etv6-deficient embryos (Fig. 4e, *etv6* MO). 

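The klf4.L peak lay on chromosome 1L of v9.1 from 118370098 to 118370771. It had a length of 675 bp, longer than the median of the list, and the nearest other consensus peak was 2.85 kb away. No peak was assigned to klf4.S, because Supplementary Data 5 does not name that gene and the position of klf4.S in v9.1 was not used here. By the gene order in the RefSeq table of the v10.1 genome, klf4.S lies between wfs1.S and gldc.S. The peaks of these genes are 87.5 Mb apart on chromosome 1S of v9.1, and the 181 consensus peaks between them are too many to assign 1 of them to klf4.S. Of the 181, 7 are direct target peaks, none of them listed under the name klf4.S. Gene order in both genomes was compared on 5L and 5S only, not on 1S.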

Finally, to further confirm that the transcriptional activity of the *klf4* promoter is regulated by Etv6 in the somites, the DNA fragment corresponding to the Etv6 peak in the *klf4* promoter was functionally tested in in vivo luciferase assays in both wild-type and Etv6-deficient backgrounds. We observed a significant decrease of the transcriptional activity of this sequence in Etv6-deficient embryos (Supplementary Figure 3). Taken together, these data indicate that *klf4* expression in the somites is directly activated by Etv6.

**Fig. 4:**
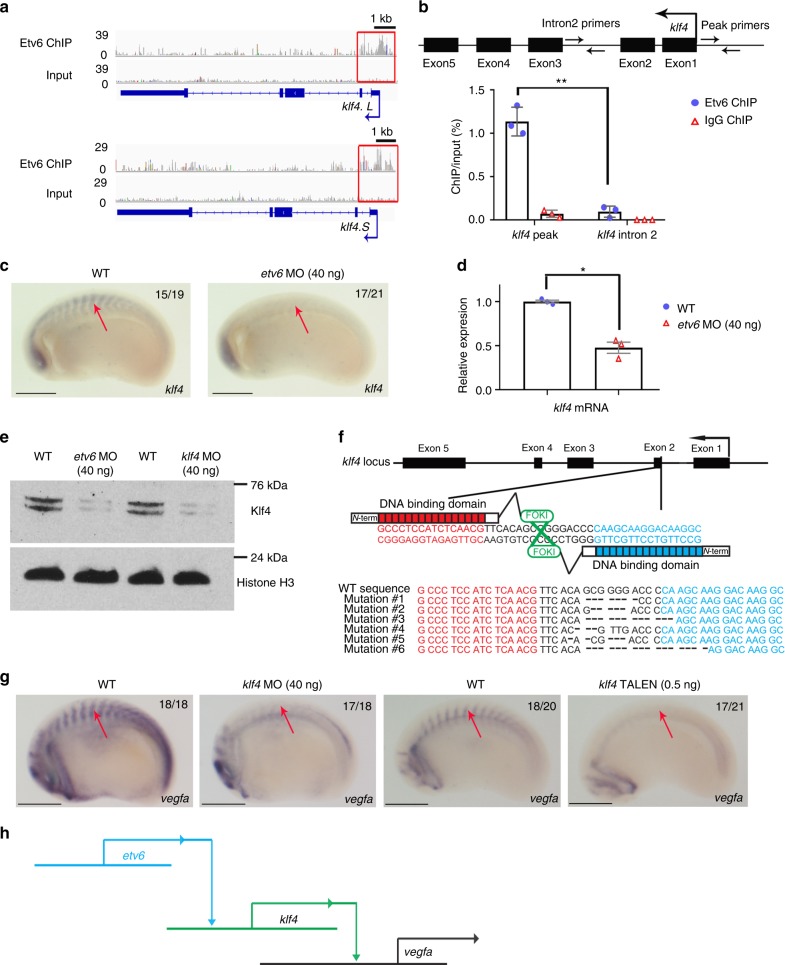
Etv6 positively regulates *vegfa* expression through transcriptional activation of *klf4*. **a** IGV showing Etv6 peaks (red boxes) in the TSS region of *klf4.L* and *klf4.S*. Input is shown as control. For the peak tracks of individual replicates, see Supplementary Figure 13. **b** ChIP-qPCR analysis confirming that Etv6 is enriched in the *klf4* promoter region. The diagram above the histogram depicts the *klf4* locus and the location of the primers used to amplify the region of the Etv6 peak in the *klf4* TSS region (peak primers) and a negative control region in intron2 (intron2 primers). Primers were designed to target both *klf4.L* and *klf4.S*. IgG ChIP was used as negative control. Error bars represent SEM of three biological replicates. **P = 0.0036, two-tailed Student’s t-test. (**c**) WISH showing that *klf4* expression in the somites (arrows) is downregulated in Etv6-deficient embryos (scale bars: 0.5 mm). **d** RT-qPCR confirming that *klf4* is downregulated in stage 22 Etv6-deficient somites. Expression was normalized to *odc1*. Error bars represent SEM of three biological replicates. *P = 0.020, two-tailed Student’s *t*-test. **e** Western blot showing that Klf4 protein is depleted in Etv6-deficient embryos and that *klf4* MO blocks efficiently the translation of Klf4. Histone H3 was used as a loading control. **f** *Klf4* TALEN design. Top, diagram showing the sequences in *klf4* exon 2 targeted by the TALENs; bottom, DNA alignment showing the range of mutations generated by TALEN activity. Genomic DNA was obtained from stage 22 WT and TALEN-injected somites, and subjected to Sanger sequencing. TALEN-injection caused mutations in 78% of the clones sequenced. **g** WISH showing that *vegfa* expression in the somites (arrows) is downregulated in both *klf4* MO- and *klf4* TALEN-injected embryos (scale bars: 0.5 mm). **h** Diagram illustrating that Etv6 positively regulates *vegfa* expression in the somites through transcriptional activation of *klf4*, a transcriptional activator of *vegfa*

Analysis of expression of *klf4* during early embryogenesis shows a remarkably transient expression in the somites where it is only detected at stage 22 (Supplementary Figure 8). Importantly, *vegfa* expression in the somites is absolutely dependent on Etv6 at this stage^11^. This is also the stage when *vegfa* secreted from the somites is required for the programming of definitive hemangioblasts in the lateral plate mesoderm^12^. In order to investigate the role of Klf4 in *vegfa* expression and HSC programming, we designed a MO which efficiently blocks the in vivo translation of Klf4 (Fig. 4e, *Klf4* MO) as well as TALENs (transcription activator-like effector nucleases) which efficiently generate null mutations in the second exon of *klf4* (Fig. 4f). Klf4-deficient embryos generated either by MO or TALEN injection showed a dramatic downregulation of *vegfa* expression in the somites at stage 22 (Fig. 4g). Thus, Klf4 is required for *vegfa* expression in the somites. Furthermore, definitive hemangioblast specification in the lateral plate mesoderm, as indicated by *tal1* expression at stage 26–28, and hemogenic endothelium emergence in the dorsal aorta, as indicated by *runx1* expression at stage 39, failed in Klf4-deficient embryos (Supplementary Figure 9). Therefore, Klf4 is essential for *vegfa* expression in the somites and the programming of HSCs during embryogenesis, thus recapitulating the Etv6 functions.

Collectively, our studies show that Etv6 positively regulates the expression of *vegfa* in the somites through direct transcriptional activation of *klf4*, a transcriptional activator of *vegfa* (Fig. 4h).

### Klf4 is required for Etv6 binding to the *vegfa* promoter

Analysis of Etv6 ChIP-seq peaks associated with the *vegfa* genes revealed binding of Etv6 in the *vegfa.L* (Fig. 5a), but not *vegfa.S* (Supplementary Figure 13), promoter region (−552 to −244 bp upstream of *vegfa.L* TSS). 

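The position of the vegfa genes in v9.1 was not used here, and their intervals were found from the order of genes in the RefSeq table of the v10.1 genome. In that order vegfa.L lies between naglu.L and ugp2.L, whose own Etv6 peaks bound 7.96 Mb of chromosome 5L in v9.1. This interval held 25 consensus peaks, none of them a direct target peak. Their lengths ran from 308 to 1155 bp, and none was assigned to vegfa.L, since gene order alone does not place a peak at its promoter. In the same order vegfa.S lies between hsp90ab1.S and crip3.S, which bound 0.924 Mb of chromosome 5S. Of the 5 consensus peaks in that interval, 3 are assigned to other genes in Supplementary Data 5, and the distance of the remaining 2 from vegfa.S was not determined.

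**Figure D2:**
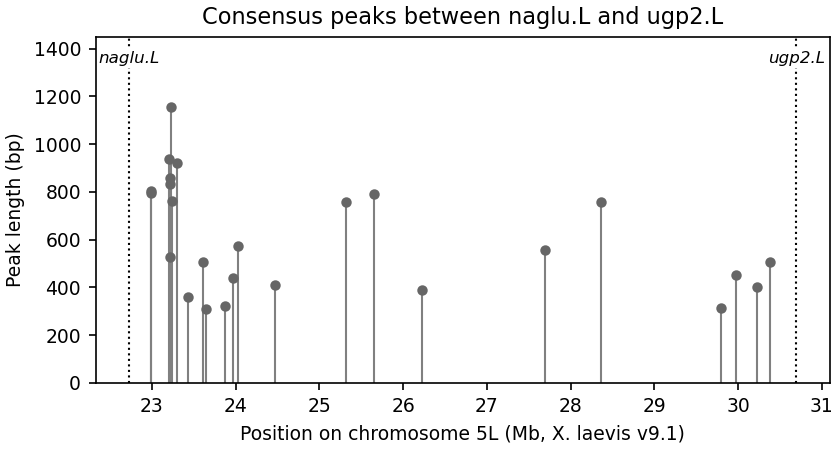
Consensus peaks on chromosome 5L of X. laevis v9.1 between the Etv6 peaks of naglu.L and ugp2.L (dotted lines), with the position in Mb on the x axis and the length of each peak in bp on the y axis. The shortest of the 25 peaks measures 308 bp and the longest 1155 bp.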

Analysis of the genomic structure of *vegfa.S* indicated that it is a gene undergoing degeneration and it is not transcribed during embryogenesis (Xenbase expression data after Sessions et al.^40^). Thus, only one *vegfa* gene, *vegfa.L*, is functional in *X. laevis* (referred to as *vegfa* hereafter) and bound by Etv6 at its TSS. To test whether *vegfa* could be directly bound by Etv6, we performed Etv6 ChIP-qPCR on the *vegfa* promoter and confirmed the enrichment of Etv6 in this region (Fig. 5b, c). However, we did not find ETS-binding motif under this peak, suggesting that Etv6 cannot directly bind to the *vegfa* promoter. Instead, two binding motifs for the Klf/Sp family with high matrix scores were identified (Supplementary Data 6). This is consistent with our de novo motif analysis showing that Klf/Sp binding motifs are the most overrepresented sequences.

**Fig. 5:**
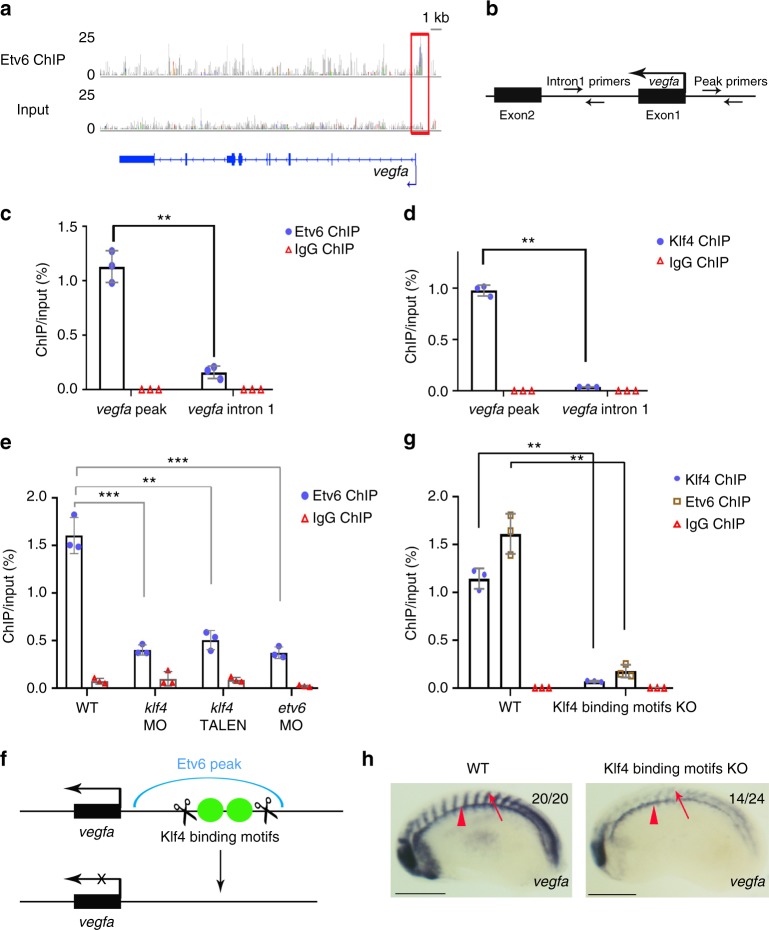
Klf4 is required for the recruitment of Etv6 to the *vegfa* promoter. **a** IGV view of Etv6 peaks reveals a peak (red box) in the TSS region of *vegfa*. Input is shown as control. For the peak tracks of individual replicates, see Supplementary Figure 13. **b** Partial representation of the *vegfa* locus showing the location of the primers used to amplify the region of the Etv6 peak in the *vegfa* TSS region (peak primers) and a negative control region in intron1 (intron1 primers). **c**, **d** ChIP-qPCR analysis on stage 22 somite explants confirming that Etv6 (**c**) and Klf4 (**d**) are enriched in the promoter region of *vegfa*. IgG ChIP was used as negative control. Error bars represent SEM of three biological replicates. **P = 0.003 (**c**), **P = 0.0011 **(d**), two-tailed Student’s t-test. **e** The enrichment of Etv6 in the *vegfa* promoter is significantly reduced in Klf4-depleted (40 ng *klf4* MO and 0.5 ng *klf4* TALEN) stage 22 somites. This reduction is comparable to that produced by the depletion of Etv6 (40 ng *etv6* MO), strongly indicating that Klf4 is required for Etv6 recruitment to the *vegfa* promoter. IgG ChIP was used as negative control. Error bars represent SEM of three biological replicates. ***P = 0.0002 WT vs *klf4* MO, **P = 0.002 WT vs *klf4* TALEN, ***P = 0.000065 WT vs *etv6* MO, two-tailed Student’s *t*-test. **f** Diagram showing the TALENs designed to delete the Klf4 binding motifs under the Etv6 peak in the *vegfa* promoter region. **g** The enrichment of Klf4 and Etv6 in the *vegfa* promoter region is significantly reduced in the somites of Klf4 binding motifs knockout (KO) embryos. IgG ChIP was used as negative control. Error bars represent SEM of three biological replicates. **P = 0.0033 for Klf4 ChIP-qPCR, **P = 0.0047 for Etv6 ChIP-qPCR, two-tailed Student’s *t*-test. **h** WISH showing that *vegfa* expression is downregulated in the somites of Klf4 binding motifs KO embryos, whereas expression in the hypochord (arrowheads) is not affected (scale bars: 0.5 mm)

As Klf4 is required for *vegfa* expression in the somites, we wondered whether it was involved in Etv6 binding to the *vegfa* promoter. Therefore, we performed Klf4 ChIP-qPCR on the *vegfa* promoter using the same primers as for Etv6 ChIP-qPCR (Fig. 5b, c). This confirmed that Klf4 binding is indeed enriched in the promoter of *vegfa* and co-localises with Etv6 binding (Fig. 5d), supporting the hypothesis that Klf4 is involved in Etv6 recruitment to the *vegfa* promoter. To further confirm this notion, Etv6 ChIP-qPCR was carried out on Klf4-deficient somites (Fig. 5e). Etv6 enrichment in the *vegfa* promoter was severely reduced in Klf4-deficient embryos, a reduction similar to that observed in Etv6-deficient embryos (Fig. 5e). Importantly, *etv6* expression was unaffected in the somites of Klf4-depleted embryos (Supplementary Figure 10). Therefore, Klf4 is required for Etv6 recruitment to the *vegfa* promoter.

To functionally test the role of the two Klf4 binding motifs identified under the Etv6 peak in the *vegfa* promoter, we designed TALENs that efficiently deleted them (Fig. 5f, Supplementary Figure 11). In the somites of stage 22 embryos with Klf4 binding motifs deleted, the enrichment of Klf4 and Etv6 in the *vegfa* promoter region was dramatically decreased (Fig. 5g). Importantly, *vegfa* expression in the somites was downregulated in embryos deleted for Klf4 binding motifs, whereas expression in the hypochord was not affected (Fig. 5h), strongly indicating that these Klf4 binding sites are specifically required for *vegfa* expression in the somites of stage 22 embryos.

We have shown that Klf4 is required for the recruitment of Etv6 to the *vegfa* promoter (Fig. 5e). To test whether this occurs through direct physical interaction between these TFs, we performed co-immunoprecipitation (co-IP) assays (Fig. 6). First, Etv6 was overexpressed in developing embryos and its ability to co-immunoprecipitate endogenous Klf4 was assessed. Western blot analysis of Etv6 immunoprecipitates showed co-purification of Klf4 (Fig. 6a). To ask whether the interaction between Etv6 and Klf4 could be direct, mRNAs encoding these proteins were translated in vitro using the reticulocyte lysate system and the translated proteins were used directly in co-IP assays. In vitro translated Etv6 and Klf4 did not co-immunoprecipitate (Fig. 6b), in contrast to two TFs known to directly interact, Lmo2 and Ldb1^43^, used as positive control (Fig. 6c).

**Fig. 6:**
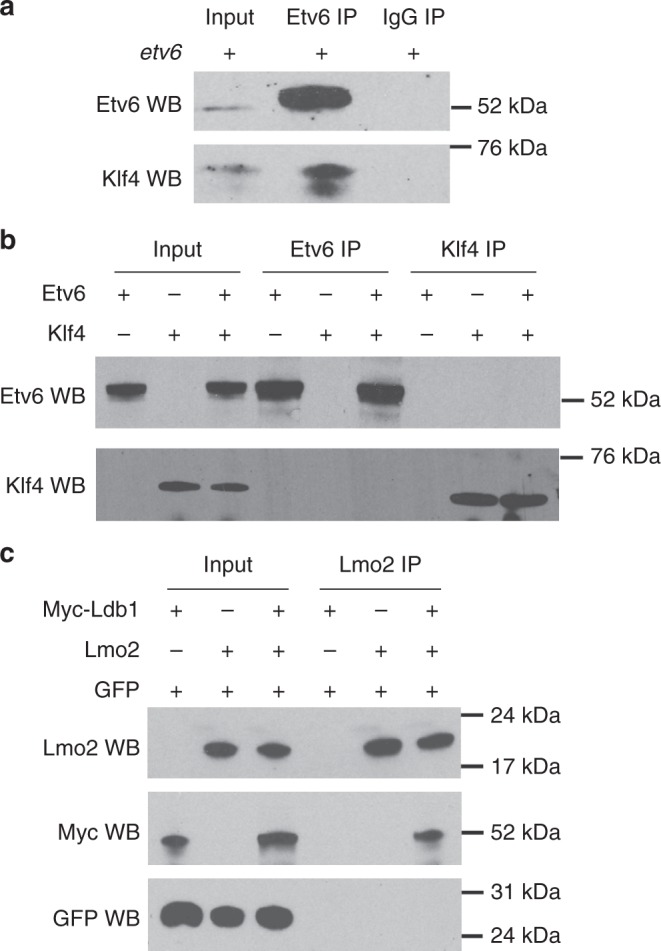
Etv6 and Klf4 interact indirectly with each other. **a** In vivo immunoprecipitation assay showing the interaction between Etv6 and Klf4. Protein extracts from the somites of stage 22 embryos overexpressing *etv6* mRNA were used for immunoprecipitation. Input lane: somite extracts from embryos injected with exogenous *etv6* mRNA; IgG immunoprecipitation: negative control. **b** In vitro immunoprecipitation assay showing that Etv6 and Klf4 do not directly interact. The Etv6 and Klf4 proteins were synthetized from mRNA using the in vitro rabbit reticulocyte lysate translation system, extracted and used in immunoprecipitation assays with Etv6 antibodies (Etv6 IP) or Klf4 antibodies (Klf4 IP). **c** In vitro immunoprecipitation assay between two proteins known to physically interact with each other, Lmo2 and Ldb1, was performed as in (**b**) with Lmo2 antibodies (Lmo2 IP). The GFP protein serves as a negative control

The expression of *vegfa* in the somites and the establishment of definitive hematopoiesis are impaired in both Etv6- and Klf4-deficient embryos. As expression of *etv6* in Klf4-deficient embryos is unaffected (Supplementary Figure 10), we hypothesized that Klf4 could be the main regulator of these processes. To test this, we attempted to rescue the haematopoietic phenotype of Etv6-deficient embryos by overexpressing *klf4* mRNA. Exogenous *klf4* was unable to rescue *vegfa, tal1* or *runx1* expression (Supplementary Figure 12), thus strongly supporting a model in which cooperation between Etv6 and Klf4 is required in vivo for the development of the HSC lineage.

Taken together, our results show that *klf4* is not only a direct target of Etv6, but also acts as its recruiting factor to the *vegfa* promoter to activate its expression.

## Discussion

In this study, we show that expression of the important signaling molecule *vegfa* is under tight transcriptional control by the ETS TF Etv6 during the early stages of hematovascular development. Previously, we showed that Etv6 is essential for expression of *vegfa* in the somites^12^. We now demonstrate that it works through both repressive and activating transcriptional mechanisms. As discussed below, this reveals unexpected molecular mechanisms engaged by Etv6 and a complex GRN upstream of *vegfa* in vivo.

To establish how Etv6 controls *vegfa* expression in the somites, we identified Etv6 direct target genes by focusing on genes that are both abnormally expressed in Etv6-deficient somites and bound by Etv6 in their TSS. This stringent approach revealed numerous biologically relevant targets. Indeed, many of the TFs and chromatin modifiers identified amongst Etv6’s 540 direct target genes have previously been directly or indirectly implicated in the regulation of VegfA in endothelial and cancer cells. In addition to Foxo3 and Klf4 (the two targets examined in this study), these are Ets2, shown to down-regulate VegfA expression in HUVECs treated with arsenic trioxide (ATO)^39^, the tumour suppressor Rbl2 (also known as RB2/p130), that inhibits tumour formation in mice by inhibiting VegfA-mediated angiogenesis^37^, the transcriptional repressor Mecp2, that represses *VegfA* expression by binding to methylated CpG islands in the *VegfA* promoter^35^, and the transcriptional regulator Creg1, that regulates human endothelial homoeostasis in vivo and promotes vasculogenesis in mouse ES cells through the activation of VegfA^36^. These findings validate our experimental design and the robustness of the list of Etv6’s direct target genes.

ETV6 and its Drosophila orthologue, Yan, are well-established transcriptional repressors^14,15,24^. Surprisingly, in *Xenopus* somites, around two thirds (339/540, 63%) of Etv6 direct target genes are normally transcriptionally activated. Therefore, during the early stages of specification of the HSC lineage, Etv6 acts both as a transcriptional activator and a repressor. As detailed below, molecular and functional examination of Etv6 target genes revealed that Etv6’s dual function is required for the regulation of *vegfa* expression.

Members of the ETS family of TFs are defined by a highly conserved ETS domain that recognizes a core sequence 5’-GGA(A/T)-3’ motif within the context of a 9- to 10-bp DNA sequence^44^. As all ETS TFs bind to the same motif, additional mechanisms regulating the selection of specific transcriptional targets within biological contexts are required. It has been suggested that high-affinity ETS motifs found in the promoter of housekeeping genes can be bound by any ETS TF whereas lower-affinity ETS-binding sites found in tissue-specific promoters and only bound by a subset of ETS TFs are flanked by binding sites of other TFs^45,46^. Cooperative binding with other TFs in sequences with composite binding sites results in a higher affinity and stable binding to DNA, and in synergistic repression or activation of specific target genes^47,48^.

Here, de novo motif analysis of the 545 peaks associated with the promoters of genes normally activated or repressed by Etv6 showed (i) high prevalence of Klf/Sp binding sequences in both sets of targets; (ii) absence of ETS-binding motif enrichment in the peaks associated with genes repressed by Etv6; and (iii) ETS-binding motif enrichment in the peaks associated with a small fraction of genes activated by Etv6 (9.94%). This suggested that members of the Klf/Sp family are required for both the activating and repressive transcriptional activities of Etv6 and that Etv6 could be recruited to DNA through its interaction with other DNA-binding TFs. What determines Etv6 to act either as a transcriptional repressor or an activator remains to be fully explored.

Strikingly, *klf4* was one of the target genes activated by Etv6 in somites. KLF4 is a multifunctional TF which is critical for pluripotency, tissue homoeostasis, stemness, maintenance of cancer stem cells and normal hematopoiesis^49^, and has previously been implicated in the expression of *VegfA* in human and mouse cells both positively and negatively. KLF4 binds the *VegfA* promoter and represses *Vegfa* expression during EMT in mouse mammary gland cells^50^, whereas, in HRMECs and HUVECs, it promotes angiogenesis by transcriptionally activating *VegfA*^27,28^. Here, we show that Klf4 not only binds to conserved Klf/Sp motifs but also recruits Etv6 to the *vegfa* promoter region to activate *vegfa* expression. Our in vivo and in vitro co-immunoprecipitation (co-IP) assays indicate that these two proteins form part of the same transcriptional complex controlling gene expression in the *Xenopus* somites but are likely to interact indirectly. In support of this, it has been shown, in overexpression experiments with tagged proteins, that the ETS protein ERG co-immunoprecipitates with KLF2^51^. Similarly, in situ proximity ligation assays have demonstrated that KLF4 and the phosphorylated form of the ETS TF, ELK1, physically interact in human coronary artery cells^52^. Moreover, analysis of EHF (an ETS TF structurally related to ETV6) ChIP-seq peaks indicates that a significant number of peaks contained no ETS-binding motifs and many of them harboured Klf4/5 binding motifs only^53^. Interestingly, EHF is involved in the maintenance of corneal transparency through the repression of angiogenic factors such as VegfA^53^. In conclusion, the mechanistic relationship between Etv6 and Klf4 in regulating *vegfa* expression is compatible with a coherent feed-forward loop, a regulatory circuit where two pathways downstream of a TF control expression of the same gene: Etv6 activates *klf4*, Klf4 binds and activates *vegfa* and Etv6 binds *vegfa*^54,55^ (Fig. 7). How Etv6 recruitment to *vegfa* promoter is functionally integrated to Klf4 activity in the control of *vegfa* expression remains to be fully explored as they cannot interact directly in our study.

**Fig. 7:**
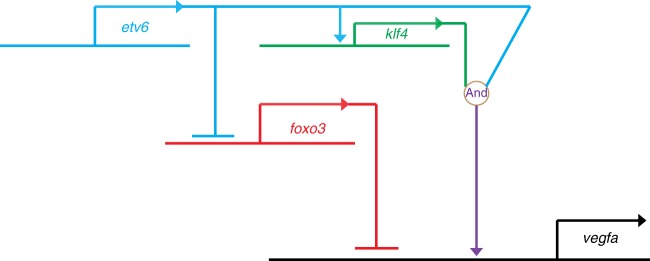
GRN summarizing the mechanisms by which Etv6 regulates the expression of *vegfa*. Etv6 positively regulates *vegfa* expression in the somites through multiple mechanisms. It represses the transcription of *foxo3*, a repressor of *vegfa* expression. In parallel, it activates the expression of *klf4*, an activator of *vegfa*. Finally, Klf4 is required for Etv6 recruitment to the *vegfa* promoter to activate its expression. In conclusion, a network of positive and negative inputs from Etv6 is required for transcriptional activation of *vegfa* in the somites

In addition to activating an activator of *vegfa*, Etv6 achieves *vegfa* activation by repressing a transcriptional repressor of *vegfa*, Foxo3. In humans, FOXO3 harbours tumour suppressor activity as it represses processes such as VEGFA-driven tumour angiogenesis^56^. As an example, in breast cancer, FOXO3 activation correlates with VEGFA downregulation^25^. Mechanistically, in human cells, FOXO3 represses *VegfA* expression by binding to a Forkhead response element in the *VegfA* promoter^25^. We have confirmed that Foxo3 can bind to the conserved Forkhead binding motif (5’-GTAAACA-3’)^42^ in the *Xenopus vegfa* promoter region, and negatively regulates its expression in the somites as (i) overexpression of this TF results in robust *vegfa* promoter occupancy and repression of *vegfa* expression, and (ii) downregulation of *foxo3* in Etv6-deficient embryos rescues *vegfa* expression. We propose that this double negative gate^57^ (Etv6 repressing Foxo3 that represses *vegfa*), together with the feed-forward loop described above, unlocks the endothelial cell fate in the lateral plate mesoderm through tight control of *vegfa* expression (Fig. 7).

Gene repression by ETV6 and Yan is mediated by the pointed (SAM) and linker domains. These domains can repress transcription independently through different mechanisms. The linker domain represses transcription by complexing with co-repressors which recruit histone deacetylases (HDACs)^14,24,58^. The pointed domain represses transcription by a mechanism that does not involve co-repressors recruiting HDACs^14^. Additionally, the pointed domain has the capacity to form homo- and hetero-typic oligomers and it has been proposed that polymerization of ETV6 could facilitate the spreading of transcriptional repression complexes along long stretches of DNA^16^. However, the formation of ETV6 polymers has not yet been demonstrated in vivo. 

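By length, 8160 consensus peaks measured up to 1 kb, 866 from 1 to 2 kb and 102 over 2 kb. The 102 longest had a median length of 2469 bp, and 74 of them lay on chromosomes and 28 on unplaced scaffolds. The longest peak, of 7286 bp from the deposited start, which precedes the scaffold, lay on Scaffold555 from its first base to 7285. The next, of 5180 bp, lay on Scaffold371 from 3411 to 8589. On chromosomes, the longest were a peak of 4759 bp on 1S from 84070105 to 84074862 and one of 4729 bp on 5L from 34993709 to 34998436. None of the 102 peaks over 2 kb overlapped a direct target peak or came within 10 kb of one, which allows a share of up to 3.55% by the exact 95% interval, or 2.94% by an upper limit of 3 counts. Among the other 9026 peaks, 545 were direct target peaks, and 6.09 would be expected among 102 peaks at the share of the whole list (two-sided Fisher's exact test across peaks, p = 0.00281). Direct target peaks were 6.34% of the peaks up to 1 kb and 3.23% of those from 1 to 2 kb. The longest direct target peak measured 1699 bp. With peaks less than 1 kb apart merged before the count, the alternative that moved the number most, 307 intervals were over 2 kb and 3 of them overlapped a direct target peak. Supplementary Data 5 lists peaks in TSS regions, so long peaks elsewhere in or near differentially expressed genes were not examined. From the rarity of long peaks and the lack of differentially expressed genes at them, the paper concludes that Etv6 polymerization does not mediate gene repression in the somites.

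**Figure D3:**
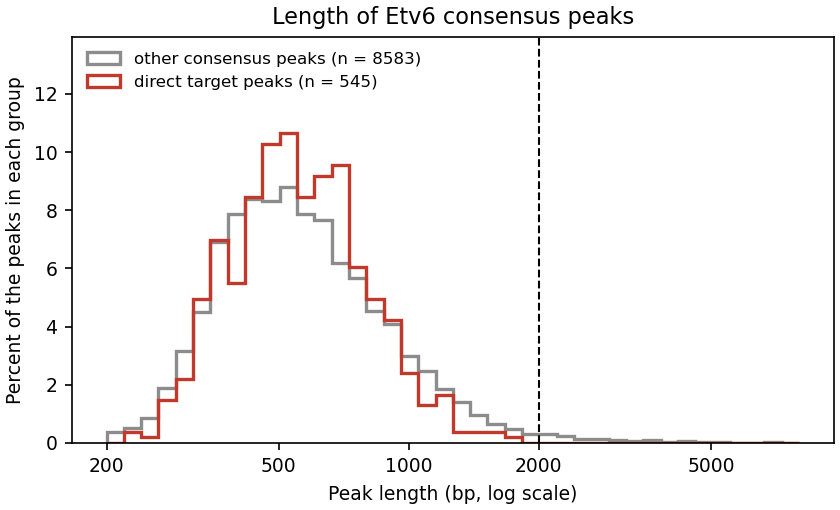
Length of the consensus peaks in bp on a log axis, as the percent of the peaks in each group on the y axis, for the 545 direct target peaks (red) and the 8583 other peaks (grey). The dashed line marks 2000 bp, and the direct target peaks end at 1699 bp.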

We found a total of 9128 Etv6 ChIP-seq peaks in our analysis but only 102 of them were > 2  kb in size (Supplementary Data 1) and none were associated with DEGs. Therefore, although long stretches of DNA occupancy are present in the genome, Etv6 polymerization does not mediate gene repression in *Xenopus* somites.

In conclusion, our investigation of the functions of Foxo3 and Klf4 in *vegfa* expression in the somites unveils the foundations of a complex Etv6 GRN. It indicates that Etv6 has the capacity to regulate *vegfa* expression through the deployment of pathways involving both positive and negative regulators of gene expression and begins to unveil the complexity of *vegfa* regulation during hematovascular development. This work also further strengthens the parallel between oncogenic and developmental processes^13^. We propose that this Etv6-*vegfa* GRN is conserved through vertebrate evolution, from *Xenopus* to human, and that Etv6 uses, depending on tissue and context, particular components and/or branches of this network to ensure the correct levels of *vegfa* expression. Further investigation will establish whether Klf4, or additional members of the Klf/Sp family of TFs, are required for the regulation of some of the other Etv6 targets identified in our study and known to regulate Vegfa in the tumorigenic processes. If so, studying these molecular mechanisms could lead to new strategies for the treatment of pathological processes driven by the Etv6-*vegfa* GRN.

## Methods

### Embryo manipulation

Animal experiments were performed according to UK Home Office regulations under the appropriate project licence and approval of the University of Oxford Animal Welfare and Ethical Review Body. Wild type (WT) *Xenopus laevis* embryos were injected in 0.35 × MMR (1×Marc’s Modified Ringer: 100 mM NaCl, 2 mM KCl, 1 mM MgCl_2_, 2 mM CaCl_2_, 5 mM HEPES, pH 7.5. Prepare a 10 x stock, and adjust pH to 7.5) supplemented with 3% Ficoll. After 6 h, embryos were washed and cultured in 0.1×MMR at 17–19 °C^59^ until they were collected for analysis. Embryos were staged according to Nieuwkoop and Faber^60^. The somites of stage 22 embryos were manually dissected in 0.35 × MMR using forceps, these explants also contained the hypochord, neural tube, notochord, and some dorsal endoderm.

### Whole-mount in situ hybridization

Whole-mount in situ hybridization (WISH) was performed using a standard protocol^59^. Briefly, embryos were fixed overnight in MEMFA (0.1 M MOPS, pH 7.4; 2 mM EGTA; 1 mM MgSO_4_; 3.7% formaldehyde) and then dehydrated to 100% methanol and stored at −20 °C. Embryos were rehydrated through a methanol gradient in PBST (75%, 50%, 25%, and 0%) and then incubated in a 5% formamide, 0.5% SSC, and 10% H_2_O_2_ solution to remove embryo pigmentation. Bleaching solution was washed with PBST (3 × 5 min). At this point, stage 39 embryos were treated with 8 µg/ml Proteinase K for 1 min and then washed in glycine (2 mg/ml in PBST, 3 × 5 min) to inactive Proteinase K (younger embryos do not require Proteinase K treatment). Embryos were then washed in PBST (3 × 5 min) and incubated in 0.1 M Triethanolamine-HCl (TEA, pH 7.9, 5 min) before treating with acetic anhydride (0.25% v/v in TEA, 2 × 5 min). Embryos were rinsed with PBST (3 × 5 min) and then pre-hybridized in hybridization buffer (50% formamide, 5xSSC, 1 mg/ml Torula RNA, 100 µg/ml Heparin, 1× Denhardt’s, 0.1% Tween and 5 mM EDTA) for 6 h at 67 °C before incubating in 0.5 ml hybridization buffer containing DIG-labelled probes (1 µg/ml each) for 16 h at 67 °C. After hybridization, embryos were sequentially washed in: (i) 50% formamide/5xSSC, 67 °C, 10 min; (ii) 25% formamide/2xSSC, 65 °C, 10 min; (iii) 12.5% formamide/2xSSC, 63 °C, 10 min; (iv) 2×SSC, 0.1% Tween, 61.5 °C, 10 min; (v) 0.2×SSC, 0.1% Tween, 60 °C, 30 min. After washing in PBST (3 × 5 min) and MAB buffer (1 M Maleic Acid, 0.15 M NaCl, pH 7.5; 3 × 5 min), embryos were blocked for 6 h in MAB blocking solution (MAB buffer + 2% Boehringer Blocking Reagent). After blocking, embryos were incubated overnight at 4 °C in MAB blocking solution containing anti-DIG-AP antibody (1/2,000 dilution). Next, embryos were washed in MAB buffer (6 × 1 h) while rocking gently, followed by 3 × 5 min washes in AP buffer (0.1 M Tris, pH 9.0; 50 mM MgCl_2_; 0.1 M NaCl; 0.1% Tween) and then stained in BM purple solution (diluted 1:1 with AP buffer) in the dark. After staining, embryos were fixed in MEMFA for 1 h, dehydrated in 100% methanol and stored at -20 °C. Before photography, embryos were cleared in benzylbenzoate:benzyl alcohol (2:1). All procedures were performed at room temperature unless otherwise indicated.For probe details see Supplementary Table 3.

### MO and mRNA for injection

MOs (morpholino antisense oligonucleotide) were obtained from GeneTools LLC (Corvallis, OR). *Etv6* MO targeting both *etv6.L* and *etv6.S* was previously published^12^. A *klf4* MO targeting both *klf4.L* and *klf4.S* was designed (Fig. 4e). As single MO blocking both *foxo3.L* and *foxo3.S* could not be designed (Supplementary Figure 5a), two MOs, one targeting *foxo3.L* (*foxo3.L* MO) and the other targeting *foxo3.S* (*foxo3.S* MO), were co-injected in a 1:1 ratio in order to generate Foxo3-deficient embryos (Supplementary Figure 5c). Every MO was titrated in order to determine the optimal concentration for embryo injection. MO sequences are as indicated in Supplementary Table 4.

A two-step Golden Gate assembly method using the Golden Gate TALEN and TAL effector kit 2.0 (Addgene) was used to construct the TALEN plasmids containing the homodimer-type FokI nuclease domain^61^. TALEN sequences were designed using the online design tool, Mojo Hand (http://www.talendesign.org/). TALEN mRNA for injection was generated by linearizing the plasmids with NotI and transcribing with SP6 RNA polymerase using the mMESSAGE mMACHINE Kit (Ambion). TALEN mRNAs were injected at the 1-cell stage of development. To determine the mutagenesis caused by the TALENs, DNA was extracted from the somites of stage 22 TALEN-injected embryos and the genomic DNA fragment containing the TALEN binding sites was amplified and Sanger sequenced (Fig. 4f, Supplementary Figure 11).

To make mRNA for injection, the full-length coding sequence for *X. laevis etv6* and *foxo3*, including the sequences targeted by the MOs (Supplementary Table 5), and *klf4*, were sub-cloned into *pBUT3-HA* vector (*pBUT3-etv6-HA*, *pBUT3-foxo3-HA* and *pBUT3-klf4-HA*). *Etv6-HA*, *foxo3-HA* and *klf4-HA* mRNAs were synthesized using mMESSAGE mMACHINE T3 Kit (Ambion). mRNAs were injected at the 2-cell stage of development.

### Antibodies and western blot analysis

Polyclonal anti *X. laevis* Etv6 antibodies were generated in collaboration with NovoPro Bioscience Inc. (Shanghai, China). In brief, the amino acid sequence of *X. laevis* Etv6 (GeneBank number EU760352) was analyzed using a proprietary algorithm, NovoFocus^TM^ antigen design, to identify epitopes with good hydrophilicity, surface probability and high antigenic index. Based on this information, three epitopes with little or no conservation with other proteins, including ETS TFs, were selected (Supplementary Figure 1a). Short peptides corresponding to these epitopes were synthesized, conjugated to keyhole limpet hemocyanin (KLH) and used in immunizations at a purity ≥90%. Two rabbits were immunized with each peptide and six polyclonal antibodies (Etv6-1a, -1b, -2a, -2b, -3a, -3b) were affinity-purified after 5–6 rounds of immunization. Each antibody had an ELISA titre ≥1:50,000 against the peptide antigen. The specificity of the antibodies was verified by Western Blot analyses.

*X. laevis* Klf4 protein was detected using an anti-Klf4 antibody (Abcam, ab106629) at a 1:1000 dilution. HA-tagged protein was detected with anti-HA antibody (Santa Cruz Biotechnology, HA-probe (Y-11)-G) at a 1:500 dilution. Histone H3 protein was detected using anti-Histone H3 (Abcam, ab1791) antibody at a 1:100,000 dilution. GFP protein was detected using anti-GFP antibody (Millipore, MAB3580) at a 1:5000 dilution. Lmo2 antibody (Abcam, ab72841) was used in the immunoprecipitation assays. Myc-tagged protein was detected with anti-Myc antibody (Santa Cruz Biotechnology, sc-40) at a 1:1000 dilution. Foxo3 antibody (Thermo Fisher Scientific, Catalog number: 720128) was used for ChIP-qPCR. Clean-blot IP detection kit (Thermo Fisher Scientific, Catalog number: 21232) was used as a secondary antibody in the Western blot for the immunoprecipitation experiments and was used at a 1:200 dilution. Protein extracts were prepared by lysing 10 somites from stage 22 embryos in 50 µl of oocyte lysis buffer (20 mM Tris-HCl pH 7.5, 10 mM EDTA, 1%Triton X-100, 1 mM β-glycerophophate, 3 mM Pefabloc and 3 mM DTT. Add protease inhibitors just before use), and centrifuging at 13,000 rpm at 4 °C for 10 min. An equal volume of 2xRSB (reducing sample buffer, 6% β-mercaptomethanol, 6% SDS, 0.6% bromophenol blue and 4% glycerol) was added to the supernatants and boiled at 100 °C for 5 min and stored at −20 °C. 20 µl of protein extract (2 somite explants equivalent) was ran in SDS-PAGE gels and transferred to 0.2 µm nitrocellulose. Membranes were blocked with 1% milk in PBST, and probed with appropriate primary antibodies and horseradish peroxidase-conjugated secondary antibodies. Uncropped blots for Figs. 4e and 6a–c and Supplementary Figures 1b–c, 5b, 11b have been provided in Supplementary Figures 14 and 15.

### ChIP-seq

Etv6 ChIP-seq was performed using a standard procotol^62,63^ with some modifications. Briefly, the somites of 40 stage 22 embryos were dissected, homogenized, using a pestle, in 1 ml ice-cold PBS containing protease inhibitors and 20 mM sodium butyrate, and centrifuged at 1300 rpm for 5 min at 4 °C. Pellet was re-suspended and cross-linked in 2 mM EGS (ethylene glycol bis(succinimidyl succinate)) for 20 min at RT, followed by fixation in 1% formaldehyde for 20 min at RT and gentle rocking before treating with glycine (final concentration: 125 mM) for 5 min. Samples were centrifuged (1,300 rpm, 5 min, 4 °C) and pellets rinsed twice with cold PBS, lysed and chromatin sonicated to an average size of ~200 bp using Covaris S220 (Duty factor: 10%; Cycle per burst: 200; Intensity: 5; Duration time: 300 s; Cycle: 3). Samples were centrifuged for 10 min at 14,000 × *g* and supernatant recovered. After saving 1% of each sample as input, Triton X-100 (final concentration: 1%) was added to the supernatant and incubated overnight at 4 °C with slow shaking in the presence of anti-Etv6 antibody already bound to Dynabeads protein A. Beads were washed in RIPA buffer (4 °C, 10 × 5 min) followed by 2 washes (5 min) in TEN buffer (10 mM Tris-HCl, 1 mM EDTA, 150 mM NaCl; 4 °C). Complexes were eluted in 1% SDS elution buffer (50 mM Tris-HCl, 1 mM EDTA and 1% SDS) by shaking the Dynabeads for 15 min at 65 °C in a thermomixer set to 1000 rpm. Eluted samples were centrifuged at full speed for 1 min at RT. The supernatants and the reserved input samples were de-crosslinked by adding 1/20 volume of 5 M NaCl and incubating at 65 °C overnight. After treating with RNase A (final concentration: 0.2 mg/ml, 1 h at 37 °C) and Proteinase K (final concentration: 0.2 mg/ml, 3 h at 55 °C), DNA was extracted using phenol:chloroform:isoamyl alcohol purification followed by ethanol precipitation. Immunoprecipitated DNA and input DNA were quantified using Qubit Fluorometer and sequencing libraries were constructed with 1 ng of DNA using NEBNext Ultra DNA Library Prep Kit (NEB#E7370) for Illumina sequencing. DNA was sequenced (∼15–38 million paired reads/library, 2 × 40 bp read length) using NextSeq 500. Sequencing was performed on three independent biological replicates with corresponding inputs as control.

Raw sequence reads were checked for base quality, trimmed and filtered to exclude adapters using *Trimmomatic* (Version 0.32)^64^, and then mapped to the *X. laevis V9.1*^40^ with BWA version 0.7.12. Peaks were analyzed using MACS2 peak calling software^65^ at default thresholds, with the input samples as control for each replicate. The package DiffBind (Bioconductor package)^29^ was employed to identify consistent peaks between replicates using the function dba.peakset with the parameter minOverlap = 3. The consensus peak output of DiffBind was generated by adding and merging the three replicate peak sets. Peaks located in TSS regions were identified using Homer software and used to perform TFs binding site analysis with Homer software (findMotifsGenome.pl)^30^. Examples of the Etv6 peaks for individual replicates are shown in Supplementary Figure 13. For TF binding site prediction in the *vegfa* promoter region (−2 kb to +1 bp) and the Etv6 peak region (−552 to −244 bp upstream of *vegfa.L* TSS), DNA sequences were analyzed using Jaspar^41^. ChIP-seq data were visualized on the Integrative Genome Viewer (IGV).

### RNA-seq

Total RNA was extracted from somites dissected from 20 WT or Etv6-deficient embryos at stage 22. Triple biological replicates were generated. Indexed libraries were constructed with 1 µg of total RNA using the KAPA Stranded RNA-seq Kit with RoboErase (KK8483) and NEBNext Mutiplex Oligos (NEB#E7500S) for Illumina sequencing. DNA was sequenced (∼60–105 million paired reads/library, 2 × 75 bp read length) using NextSeq 500.

Sequenced reads were checked for base qualities, trimmed and filtered to exclude adapters using *Trimmomatic* (Version 0.32)^64^ and then mapped to the *X. laevis V9.1*^40^ using *STAR*^66^ with default parameters. Aligned read features were counted using Subread tool: featureCounts method (version 1.4.5-p1). Differential gene expression analysis was carried out using EdgR (Bioconductor Package)^67^. For this analysis, samples were CPM (counts per million)-normalized in order to filter out genes with low counts and, then, TPM (transcript per kilobase million)-normalized for differential expression analysis. CPM normalization accounts for library size differences between samples and produces normalized values that can be compared on an absolute scale.

An ANOVA-like test analysis^68^ was performed between WT and MO samples, using the generalized linear model^69^ followed by Estimates Dispersion, fitted with negative binomial model and estimates Generalized linear model likelihood ratio. Genes with a false discovery rate (FDR) above 0.05 were filtered out. The functional annotation (gene ontology analysis) of Etv6-regulated transcriptome was performed using DAVID Bioinformatics Resources^70^.

### qPCR

qPCR (quantitative PCR) was performed using Fast SYBR Green Master Mix (Thermo Fisher Scientific, Catalog number:4385612) and StepOne Real-Time PCR system. For RT-qPCR, cDNA was made from 1 µg of total RNA and relative expression levels of each gene were calculated and then normalized to *odc1* gene. Details of primer sequences for RT-qPCR and ChIP-qPCR are indicated in Supplementary Tables 6 and 7, respectively.

### Luciferase assay

The *vegfa* promoter region containing a conserved Foxo3 binding site as well as the *klf4* and *foxo3* promoter regions containing Etv6 peaks were amplified from *X. laevis* genomic DNA by PCR using primers described in Supplementary Table 5. Two-step PCR-mediated mutagenesis was used to delete the Foxo3 binding site in the *vegfa* promoter fragment. All the produced sequences were subcloned into the pGL4.10 vector (Promega). 100 pg reporter plasmid DNA together with 5 pg Renilla luciferase construct pRL1-TK (Promega) and *etv6* MO or *foxo3* mRNA, were co-injected into 2-cell stage embryos. Somites were dissected at stage 22, and assayed for luciferase activity using the Dual Luciferase Reporter Assay Kit (Promega).

### In vitro protein synthesis

*Xenopus* Etv6-HA, Klf4-HA, Ldb1-Myc, mouse Lmo2, and GFP proteins were synthesized from mRNAs (Supplementary Table 8) using the in vitro rabbit reticulocyte lysate translation system (Promega) according to the manufacturer’s instructions.

### Co-immunoprecipitation assay

Embryos were injected with *etv6-HA* mRNA at the 2-cell stage and grown to stage 22, when proteins were extracted by lysing 30 somites in 300 µl of lysis buffer (10 mM Tris-HCl pH 7.5, 100 mM NaCl, 0.5%Triton X-100, and 2.5 mM MgCl_2_, protease inhibitors added). After sonication for 20 min at 4 °C using Bioruptor Plus (30 s on and 30 s off for each round of sonication), the extracts were centrifuged at 13,000 rpm at 4 °C for 10 min. After saving 1% of each sample as input, the supernatants were incubated overnight at 4 °C with slow shaking in the presence of anti-Etv6 or IgG antibody already bound to Dynabeads protein A. After washing three times in lysis buffer containing protease inhibitors, protein complexes were eluted in 1% SDS elution buffer by shaking the Dynabeads for 15 min at 65 °C in a thermomixer set to 1000 rpm. Eluted proteins were separated by SDS-PAGE and transferred onto a 0.2 μm nitrocellulose membrane for western blotting. For in vitro co-IP, synthesized proteins were first incubated in lysis buffer for 1 h at 4 °C. After saving 10% of each sample as input, the lysates were used for immunoprecipitation as described above.

### Statistical analysis

In RT-qPCR and ChIP-qPCR experiments, error bars represent Standard Error of Mean (±SEM). The data shown summarize the results of three biological replicates. Two-tailed Student’s *t*-test was performed (*p < 0.05; **p < 0.01; ***p < 0.001).

WISH images and numbers shown in Figures are from one experiment and are representative of three biological replicates.

No statistical methods were used to predetermine the sample size.

No data or animal have been excluded from this study.

*Xenopus laevis* embryos were allocated to experimental groups on the basis of different treatments and randomized within the given group. Investigators were not blinded to the group allocation during experiments and outcome assessment.

### Reporting summary

Further information on experimental design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Peer Review File

Reporting Summary

Description of Additional Supplementary Files

## Data Availability

All ChIP-seq and RNA-seq datasets have been deposited in the Gene Expression Omnibus (GEO) database under accession code GSE115225.

## References

[1] Gerber HP (2002). VEGF regulates haematopoietic stem cell survival by an internal autocrine loop mechanism. Nature.

[2] Chan CKF (2009). Endochondral ossification is required for haematopoietic stem-cell niche formation. Nature.

[3] Burri PH, Hlushchuk R, Djonov V (2004). Intussusceptive angiogenesis: its emergence, its characteristics, and its significance. Dev. Dyn..

[4] Gerhardt, H. & Betsholtz, C. How do endothelial cells orientate? *EXS*, 3-15 (2005).10.1007/3-7643-7311-3_115617467

[5] Bergers G, Hanahan D (2008). Modes of resistance to anti-angiogenic therapy. Nat. Rev. Cancer.

[6] Olsson AK, Dimberg A, Kreuger J, Claesson-Welsh L (2006). VEGF receptor signalling - in control of vascular function. Nat. Rev. Mol. Cell Biol..

[7] Shalaby F (1995). Failure of blood-island formation and vasculogenesis in Flk-1-deficient mice. Nature.

[8] Choi K, Kennedy M, Kazarov A, Papadimitriou JC, Keller G (1998). A common precursor for hematopoietic and endothelial cells. Development.

[9] Nakayama N, Fang I, Elliott G (1998). Natural killer and B-lymphoid potential in CD34+ cells derived from embryonic stem cells differentiated in the presence of vascular endothelial growth factor. Blood.

[10] Leung A (2013). Uncoupling VEGFA functions in arteriogenesis and hematopoietic stem cell specification. Dev. Cell.

[11] Ciau-Uitz A, Pinheiro P, Kirmizitas A, Zuo J, Patient R (2013). VEGFA-dependent and -independent pathways synergise to drive Scl expression and initiate programming of the blood stem cell lineage in Xenopus. Development.

[12] Ciau-Uitz A, Pinheiro P, Gupta R, Enver T, Patient R (2010). Tel1/ETV6 specifies blood stem cells through the agency of VEGF signaling. Dev. Cell.

[13] Aiello NM, Stanger BZ (2016). Echoes of the embryo: using the developmental biology toolkit to study cancer. Dis. Models & Mech..

[14] Chakrabarti SR, Nucifora G (1999). The leukemia-associated gene TEL encodes a transcription repressor which associates with SMRT and mSin3A. Biochem Bioph Res Co..

[15] Lopez R (1999). TEL is a sequence-specific transcriptional repressor. J. Biol. Chem..

[16] Kim CA (2001). Polymerization of the SAM domain of TEL in leukemogenesis and transcriptional repression. EMBO J..

[17] Hock H (2004). Tel/Etv6 is an essential and selective regulator of adult hematopoietic stem cell survival. Genes Dev..

[18] Wang LC (1998). The TEL/ETV6 gene is required specifically for hematopoiesis in the bone marrow. Gene Dev..

[19] Hock H, Shimamura A (2017). ETV6 in hematopoiesis and leukemia predisposition. Semin Hematol..

[20] Zhang MY (2015). Germline ETV6 mutations in familial thrombocytopenia and hematologic malignancy. Nat. Genet.

[21] Noetzli L (2015). Germline mutations in ETV6 are associated with thrombocytopenia, red cell macrocytosis and predisposition to lymphoblastic leukemia. Nat. Genet.

[22] Kawahara A (2015). Diagnostic utility of phosphorylated signal transducer and activator of transcription 5 immunostaining in the diagnosis of mammary analogue secretory carcinoma of the salivary gland: A comparative study of salivary gland cancers. Cancer Cytopathol..

[23] Wang LC (1997). Yolk sac angiogenic defect and intra-embryonic apoptosis in mice lacking the Ets-related factor TEL. EMBO J..

[24] Wang L, Hiebert SW (2001). TEL contacts multiple co-repressors and specifically associates with histone deacetylase-3. Oncogene.

[25] Karadedou CT (2012). FOXO3a represses VEGF expression through FOXM1-dependent and -independent mechanisms in breast cancer. Oncogene.

[26] Shen H (2016). Reprogramming of Normal Fibroblasts into Cancer-Associated Fibroblasts by miRNAs-Mediated CCL2/VEGFA Signaling. PLoS Genet.

[27] Wang Y (2015). KLF4 Promotes angiogenesis by activating VEGF signaling in human retinal microvascular endothelial cells. PLoS One.

[28] Li YZ (2016). Inhibition of miR-7 promotes angiogenesis in human umbilical vein endothelial cells by upregulating VEGF via KLF4. Oncol. Rep..

[29] Stark, R. & Brown, G. DiffBind: differential binding analysis of ChIP-Seq peak data. *Bioconductor*https://bioconductor.org/packages/release/bioc/html/DiffBind.html (2011).

[30] Heinz S (2010). Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. Mol. Cell.

[31] Mankoo BS (2003). The concerted action of Meox homeobox genes is required upstream of genetic pathways essential for the formation, patterning and differentiation of somites. Development.

[32] Nguyen PD (2014). Haematopoietic stem cell induction by somite-derived endothelial cells controlled by meox1. Nature.

[33] Fan J (2014). Crim1 maintains retinal vascular stability during development by regulating endothelial cell Vegfa autocrine signaling. Development.

[34] Downes M, Koopman P (2001). SOX18 and the transcriptional regulation of blood vessel development. Trends Cardiovasc Med.

[35] Lapchak PH (2004). CD40-induced transcriptional activation of vascular endothelial growth factor involves a 68-bp region of the promoter containing a CpG island. Am. J. Physiol. Ren. Physiol..

[36] Tian X (2014). CREG promotes vasculogenesis by activation of VEGF/PI3K/Akt pathway. Front Biosci. (Landmark Ed.).

[37] Claudio PP (2001). RB2/p130 gene-enhanced expression down-regulates vascular endothelial growth factor expression and inhibits angiogenesis in vivo. Cancer Res.

[38] Masuda M (2007). Signal transducers and activators of transcription 3 up-regulates vascular endothelial growth factor production and tumor angiogenesis in head and neck squamous cell carcinoma. Oral. Oncol..

[39] Ge HY (2015). VEGFA expression is inhibited by arsenic trioxide in HUVECs through the upregulation of Ets-2 and miRNA-126. Plos One.

[40] Session AM (2016). Genome evolution in the allotetraploid frog Xenopus laevis. Nature.

[41] Khan A (2018). JASPAR 2018: update of the open-access database of transcription factor binding profiles and its web framework. Nucleic Acids Res..

[42] Chen X, Ji Z, Webber A, Sharrocks AD (2016). Genome-wide binding studies reveal DNA binding specificity mechanisms and functional interplay amongst Forkhead transcription factors. Nucleic Acids Res.

[43] Lahlil R, Lecuyer E, Herblot S, Hoang T (2004). SCL assembles a multifactorial complex that determines glycophorin A expression. Mol. Cell. Biol..

[44] Wei GH (2010). Genome-wide analysis of ETS-family DNA-binding in vitro and in vivo. EMBO J..

[45] Hollenhorst PC, McIntosh LP, Graves BJ (2011). Genomic and Biochemical Insights into the Specificity of ETS Transcription Factors. Annu Rev. Biochem.

[46] Hollenhorst PC (2011). Oncogenic ETS proteins mimic activated RAS/MAPK signaling in prostate cells. Gene Dev..

[47] Kim WY (1999). Mutual activation of Ets-1 and AML1 DNA binding by direct interaction of their autoinhibitory domains. Embo J..

[48] Li RZ, Pei HP, Watson DK, Papas TS (2000). EAP1/Daxx interacts with ETS1 and represses transcriptional activation of ETS1 target genes. Oncogene.

[49] Park CS, Shen Y, Lewis A, Lacorazza HD (2016). Role of the reprogramming factor KLF4 in blood formation. J. Leukoc. Biol..

[50] Tiwari N (2013). Klf4 is a transcriptional regulator of genes critical for EMT, including Jnk1 (Mapk8). PLoS One.

[51] Meadows SM, Salanga MC, Krieg PA (2009). Kruppel-like factor 2 cooperates with the ETS family protein ERG to activate Flk1 expression during vascular development. Development.

[52] Salmon M, Gomez D, Greene E, Shankman L, Owens GK (2012). Cooperative binding of KLF4, pELK-1, and HDAC2 to a G/C repressor element in the SM22alpha promoter mediates transcriptional silencing during SMC phenotypic switching in vivo. Circ. Res.

[53] Stephens DN (2013). The Ets transcription factor EHF as a regulator of cornea epithelial cell identity. J. Biol. Chem..

[54] Mangan S, Alon U (2003). Structure and function of the feed-forward loop network motif. Proc. Natl Acad. Sci. USA.

[55] Peter IS, Davidson EH (2017). Assessing regulatory information in developmental gene regulatory networks. Proc. Natl Acad. Sci. USA.

[56] Deng Y, Wang F, Hughes T, Yu J (2018). FOXOs in cancer immunity: Knowns and unknowns. Semin Cancer Biol..

[57] Davidson EH, Levine MS (2008). Properties of developmental gene regulatory networks. Proc. Natl Acad. Sci. USA.

[58] Guidez F (2000). Recruitment of the nuclear receptor corepressor N-CoR by the TEL moiety of the childhood leukemia-associated TEL-AML1 oncoprotein. Blood.

[59] Walmsley M, Ciau-Uitz A, Patient R (2005). Tracking and programming early hematopoietic cells in Xenopus embryos. Methods Mol. Med.

[60] Nieuwkoop, P.D. & Faber, J. Normal table of Xenopus laevis (Daudin): A systematical and chronological survey of the development from the fertilized egg till the end of metamorphosis. (1994).

[61] Cermak T (2011). Efficient design and assembly of custom TALEN and other TAL effector-based constructs for DNA targeting. Nucleic Acids Res.

[62] Blythe SA, Reid CD, Kessler DS, Klein PS (2009). Chromatin immunoprecipitation in early Xenopus laevis embryos. Dev. Dyn..

[63] Gentsch, G.E., Patrushev, I. & Smith, J.C. Genome-wide snapshot of chromatin regulators and states in Xenopus embryos by ChIP-Seq. *J Vis Exp***96**. 10.3791/52535. (2015).10.3791/52535PMC435467825742027

[64] Bolger AM, Lohse M, Usadel B (2014). Trimmomatic: a flexible trimmer for Illumina sequence data. Bioinformatics.

[65] Zhang Y (2008). Model-based analysis of ChIP-Seq (MACS). Genome Biol..

[66] Dobin A (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[67] Robinson MD, McCarthy DJ, Smyth GK (2010). edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics.

[68] O’Brien RG (1979). A General ANOVA method for robust tests of additive models for variances. J. Am. Stat. Assoc..

[69] McCullagh, P. & Nelder, J.A. Generalized linear models, Second Edition. (1989).

[70] Huang DW, Sherman BT, Lempicki RA (2009). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat. Protoc..

# Supplementary material for: Etv6 activates vegfa expression through positive and negative transcriptional regulatory networks in Xenopus embryos
**Source:** Nat Commun. 2019 Mar 6;10:1083. doi: 10.1038/s41467-019-09050-y
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

Etv6 activates *vegfa* expression through positive and negative transcriptional  
regulatory networks in *Xenopus* embryos

Li *et al.*

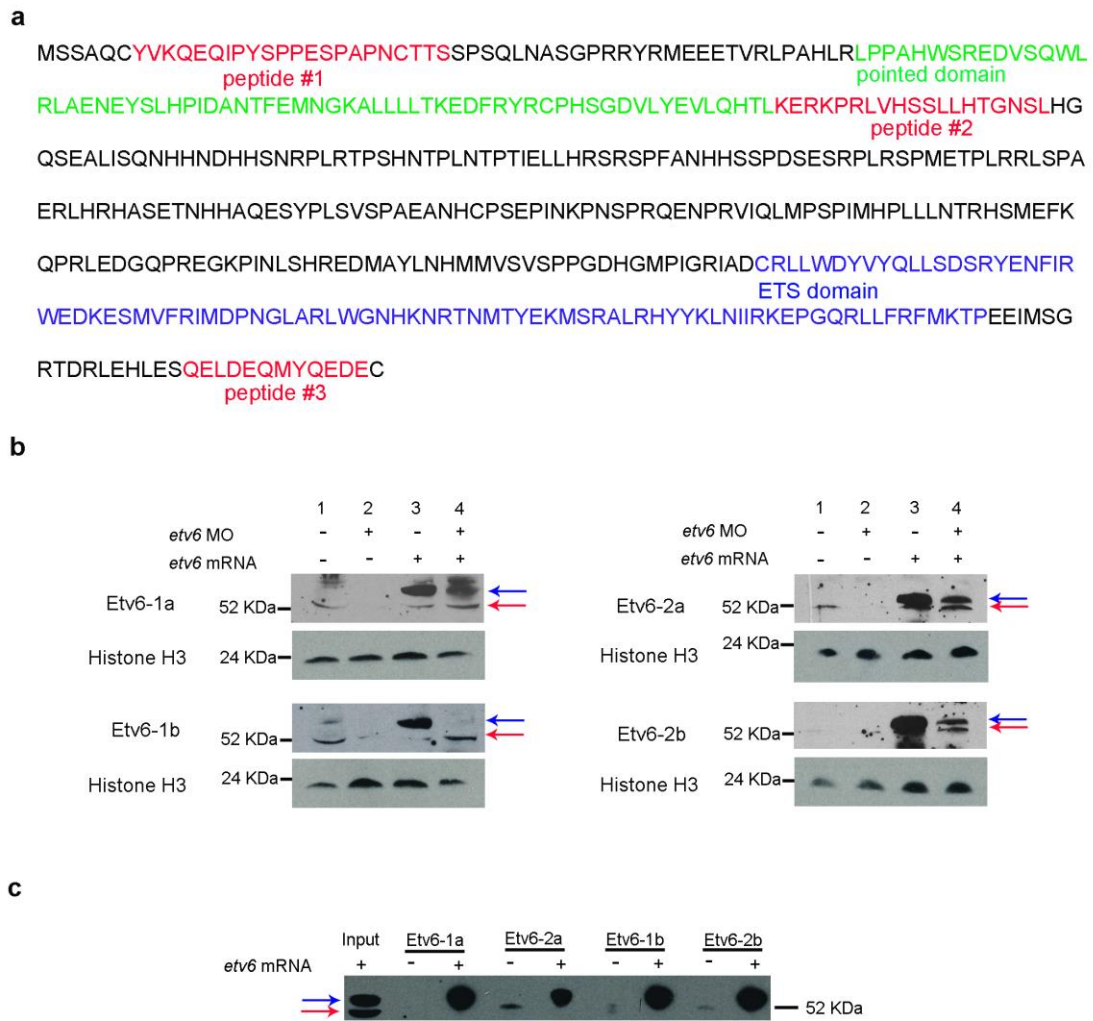

### Supplementary Figure 1. Generation and characterization of ChIP grade antibodies against *Xenopus* Etv6.

(a) Amino acid sequence for *Xenopus* Etv6 (Accession Number NP\_001124423.1). Pointed domain and ETS domain are indicated in green and blue, respectively. The sequences of the three peptides used for the generation of antibodies are indicated in red. Two rabbit polyclonal antibodies were obtained per peptide: Etv6-1a, -1b, -2a -2b, -3a, -3b.

(b) Western blot validating the specificity of Etv6 antibodies. Protein extracts from stage 22 wild-type (WT), Etv6-deficient (*etv6* MO), *etv6*-overexpressing (*HA-etv6* mRNA) or Etv6-deficient + *etv6*-overexpressing (*etv6* MO+*HA-etv6* mRNA) somites were used for western blot analysis. While polyclonal antibodies generated from

peptide 1 (Etv6-1a and Etv6-1b) and peptide 2 (Etv6-2a and Etv6-2b) detect both endogenous and exogenous expression of Etv6, polyclonal antibodies generated from peptide 3 (Etv6-3a and Etv6-3b) did not detect expression of Etv6 and cross-reacted with an unknown protein (data not shown). Lane 1, WT; lane 2, 40 ng *etv6* MO; lane 3, 1.0 ng *etv6* mRNA; lane 4, 40 ng *etv6* MO + 1.0 ng *etv6* mRNA. The predicted molecular weight of Etv6 is around 52 KDa.

([http://web.expasy.org/compute\\_pi/](http://web.expasy.org/compute_pi/)). Blue and red arrows point to exogenous and endogenous expression of Etv6, respectively.

(c) Immunoprecipitation assay validating the affinity of anti *Xenopus* Etv6 antibodies to endogenous Etv6. Protein extracts from the somites of stage 22 WT embryos were used for immunoprecipitation; somite extracts from embryos injected with exogenous *etv6* mRNA were used as positive control. Polyclonal antibodies generated from peptide 1 (Etv6-1a and Etv6-1b) and peptide 2 (Etv6-2a and Etv6-2b) were tested for their capacity to immunoprecipitate Etv6 protein. Western blot was performed using antibody Etv6-1b as primary antibody. Blots show that antibodies Etv6-2a and Etv6-2b could immunoprecipitate endogenous Etv6 protein. Antibody Etv6-2a showed greater affinity to Etv6 and was selected for subsequent experiments. Blue and red arrows point to exogenous and endogenous expression of Etv6, respectively.

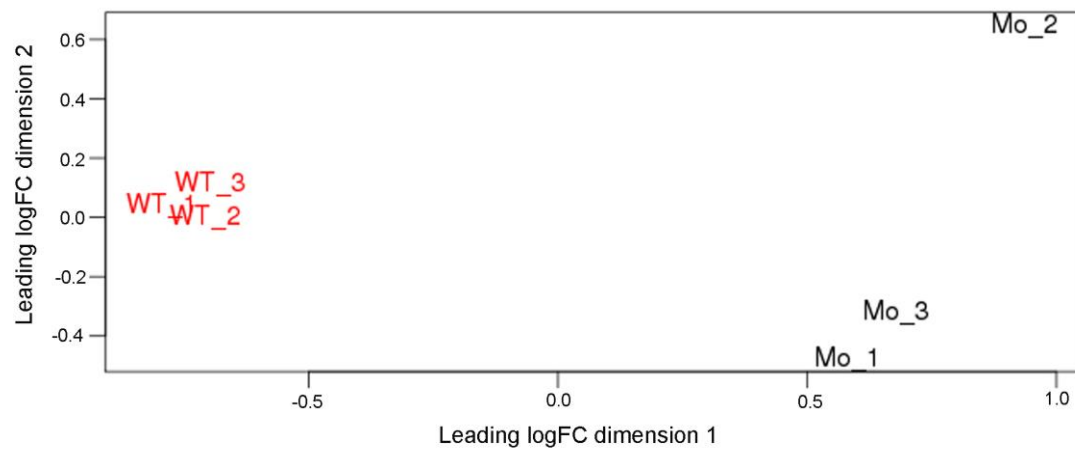

**Supplementary Figure 2. PCA plot illustrating the significant differences in the transcriptome of *Etv6*-deficient (*etv6* MO) somites when compared to that of wild type (WT) somites.**

Three independent biological replicates were used for each condition.

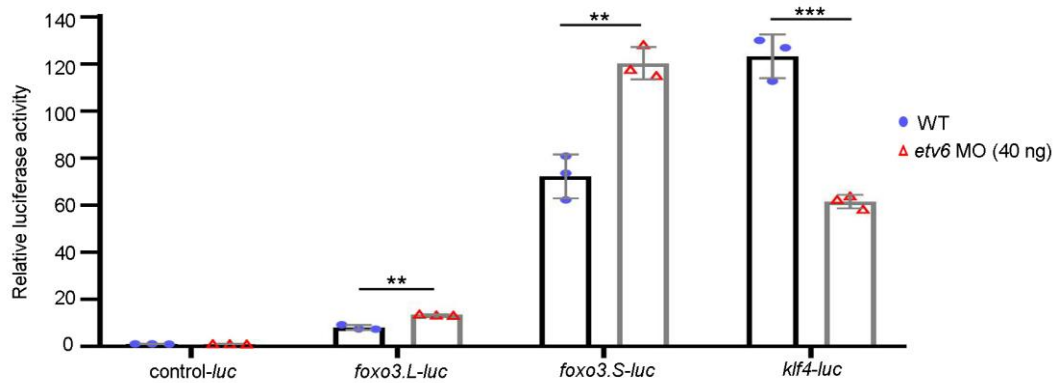

**Supplementary Figure 3. The sequences underlying the Etv6 peaks in the promoters of *klf4* and *foxo3* exhibit positive and negative transcriptional activities, respectively.**

Luciferase reporter assays were used to test the transcriptional activity of Etv6-bound sequences in *klf4* and *foxo3* promoters. The vectors (*control-luc*, *foxo3.L-luc*, *foxo3.S-luc* and *klf4-luc*) were injected in 2-cell stage embryos on their own or co-injected with *etv6* MO to perform analyses on wild-type (WT) or Etv6-deficient backgrounds, respectively. Luciferase activity was measured on stage 22 somitic material. In comparison to empty luciferase vector (*control-luc*), the three Etv6-bound sequences induced the expression of the luciferase reporter in WT embryos. The transcriptional activities of the *foxo3* promoter Etv6 peak were significantly upregulated in Etv6-deficient embryos. In contrast, the activity of the *klf4* promoter Etv6 peaks was significantly downregulated. This indicates that Etv6 activates *klf4* transcription while repressing *foxo3*. Error bars represent SEM of three biological replicates.  $P(\text{foxo3.L})=0.002$ ,  $P(\text{foxo3.S})=0.007$ ,  $P(\text{klf4})=0.0007$ , two-tailed Student's t-test.

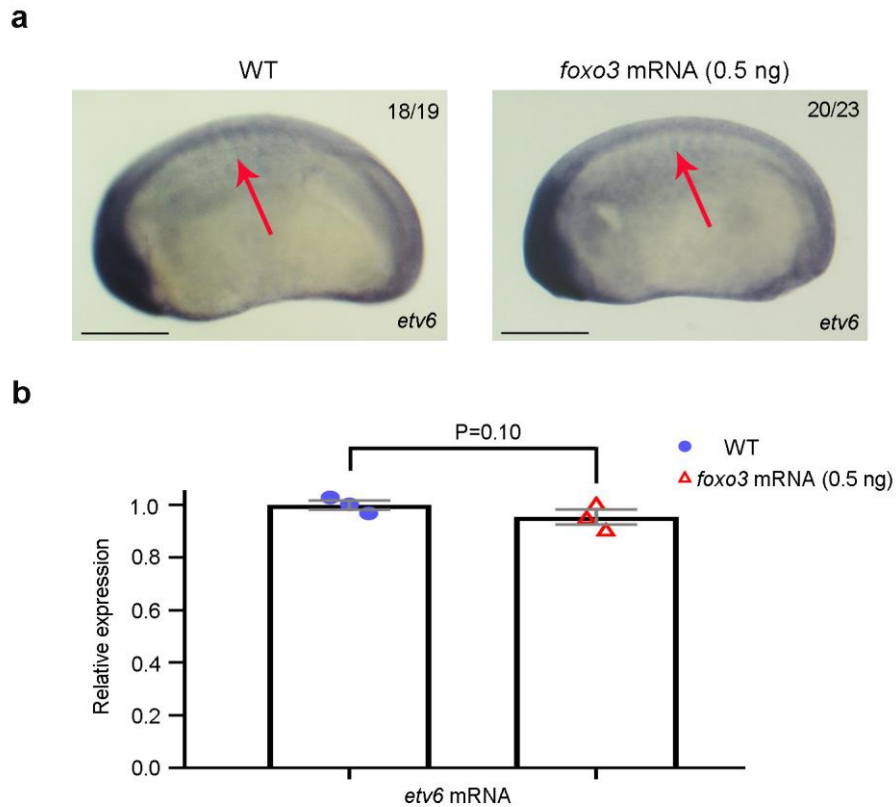

**Supplementary Figure 4. *Etv6* expression in the somites is not affected in *foxo3* overexpressed embryos.**

(a) WISH showing *etv6* expression in the somites (arrows) of stage 22 WT, and *foxo3* overexpressed embryos. Embryos are shown in lateral view with anterior to the left and dorsal to the top. Numbers in top right corner indicate the number of embryos exhibiting the phenotype pictured (scale bars: 0.5 mm).

(b) RT-qPCR confirming that similar levels of *etv6* mRNA are expressed in the somites of WT and *foxo3* overexpressed embryos at stage 22. Expression was normalized to *odc1*. Error bars represent SEM of three biological replicates.

**a**

*Foxo3.L* locus: 5'- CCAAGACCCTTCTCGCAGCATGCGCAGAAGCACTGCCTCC - 3'  
*Foxo3.L* MO sequence: 3'-GAAGAGCGTCGTACCGTCTTCGT -5'

*Foxo3.S* locus: 5'- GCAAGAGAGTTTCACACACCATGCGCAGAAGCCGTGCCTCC -3'  
*Foxo3.S* MO sequence: 3'-CAAGTGTGTGGTACCGTCTTCGG -5'

**b**

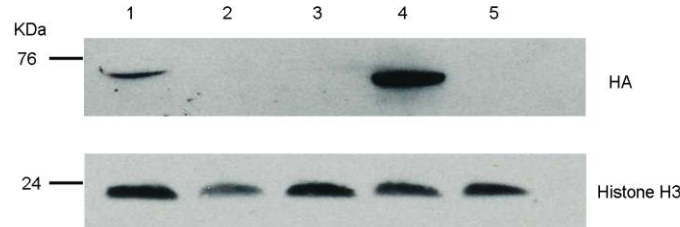

**c**

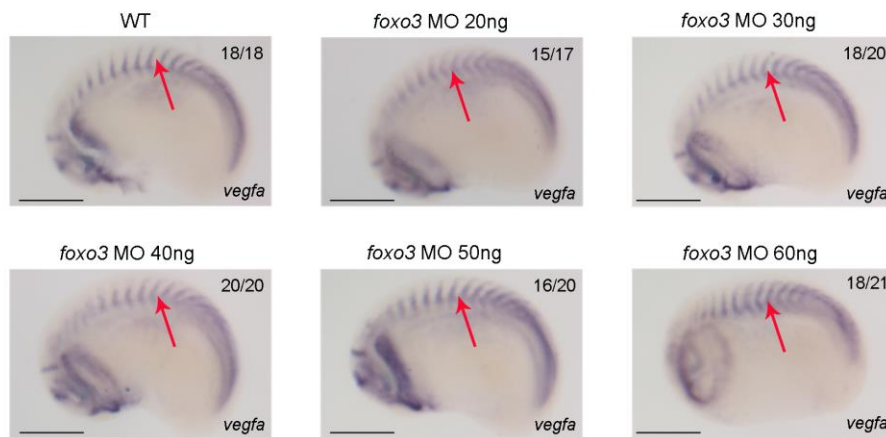

**Supplementary Figure 5. *Foxo3* deficiency has no effect on *vegfa* expression in the somites at stage 22 of development.**

(a) cDNA alignment showing the sequence differences between *foxo3.L* and *foxo3.S*. Due to lack of homology in the region of the transcription starting codon, a single MO targeting both genes could not be generated. Therefore, two MOs, each one targeting a specific *foxo3* gene, were designed; their target sequence is highlighted in purple.

(b) Western blot showing that *foxo3* MOs block efficiently the translation of their targets. To assess the efficiency of the *foxo3* MOs, the cDNAs for *foxo3.L* and *foxo3.S*, containing the sequences targeted by the MOs, were HA-tagged, mRNA was synthesised *in vitro* and injected into 2-cell stage embryos (0.5 ng per embryo). Translation of these cDNAs was blocked when co-injected with their corresponding

blocking MO (30 ng). Lane 1, 0.5 ng *foxo3.L-HA*; lane 2, 0.5 ng *foxo3.L-HA* + 30 ng *foxo3.L* MO; lane 3, uninjected; lane 4, 0.5 ng *foxo3.S-HA*; lane 5, 0.5 ng *foxo3.S-HA* + 30 ng *foxo3.S* MO. Histone H3 was used as a loading control.

(c) WISH showing that *vegfa* expression in the somites (arrows) is not affected in *foxo3*-deficient embryos. *Foxo3* depletion was performed by co-injecting *foxo3.L* MO and *foxo3.S* MO in a 1:1 ratio to the total concentrations indicated. Images show stage 22 embryos in lateral view with anterior to the left and dorsal to the top. Numbers in top right corner indicate the number of embryos exhibiting the phenotype pictured (scale bars: 0.5 mm).

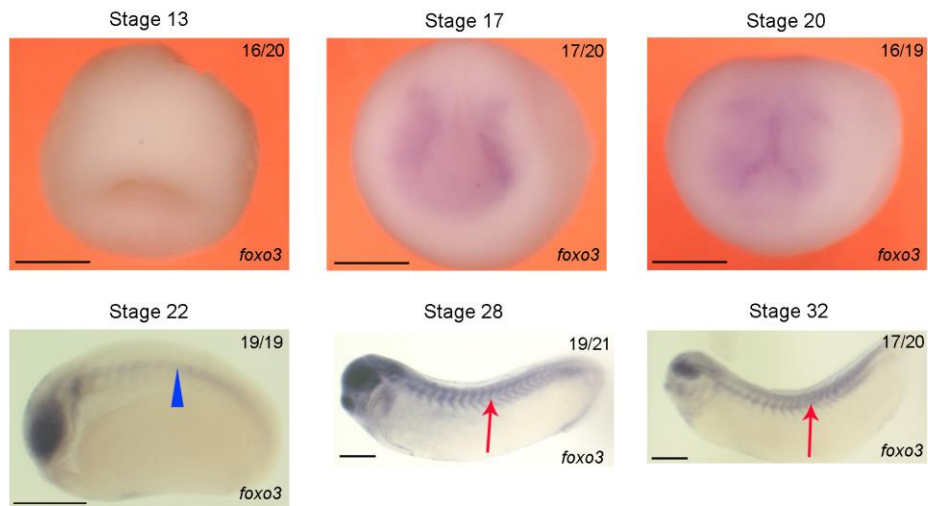

**Supplementary Figure 6. WISH showing the expression pattern of *foxo3* during early *Xenopus* development.**

*Foxo3* mRNA is not detected before stage 22 of development. At stage 22, its expression is detected in the notochord (arrowhead). Expression in the somites is detected at stage 28, i.e. after the establishment of definitive hemangioblast in the lateral plate mesoderm. Arrows in stage 28 and 32 embryos indicate expression in the somites. Stage 13-20 embryos are shown in anterior view with dorsal to the top. Stage 22-32 embryos are shown in lateral view with anterior to the left and dorsal to the top. Numbers in top right corner indicate the number of embryos exhibiting the phenotype pictured (scale bars: 0.5 mm).

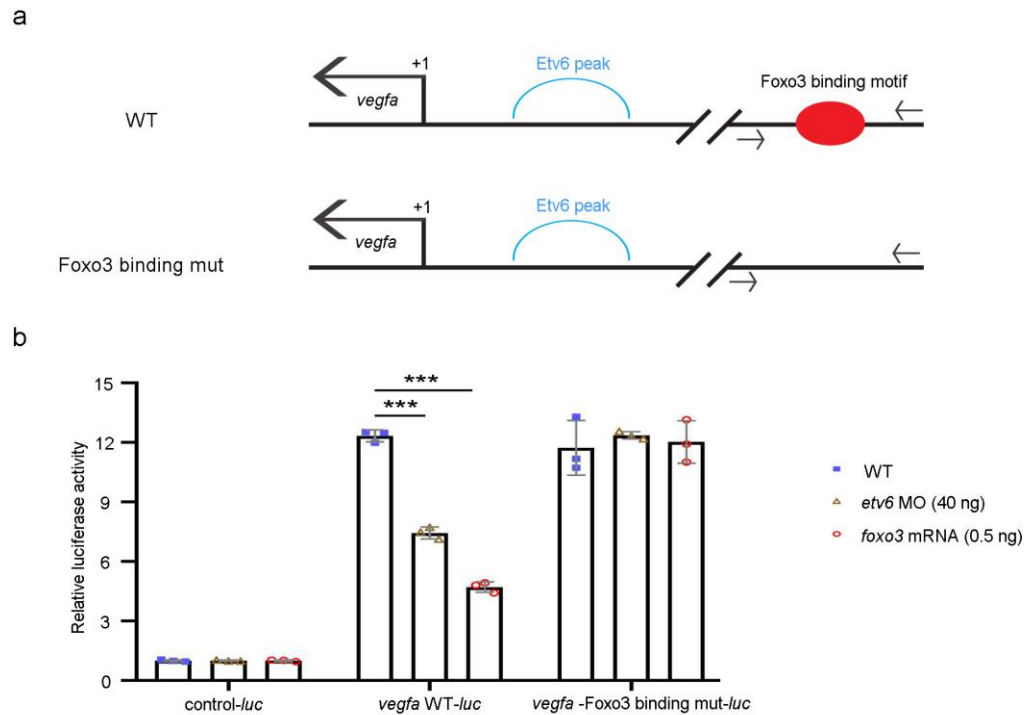

**Supplementary Figure 7. The Foxo3 binding motif controls the transcriptional activity of the *vegfa* promoter.**

(a) Schematic diagram depicting the location of the conserved Foxo3 binding site in the *Xenopus vegfa* promoter. The location of the ETV6 ChIP peak is indicated in blue. Bottom diagram illustrates the Foxo3 binding site-deleted form in the *vegfa* promoter. Arrows indicate the sequences tested in luciferase assays.

(b) Luciferase reporter assays were used to test the transcriptional activity of sequences containing the wild type Foxo3 binding motif (5'-GTAAACA-3') (*vegfa* WT-*luc*) or deleted of Foxo3 binding motif (*vegfa*-Foxo3 binding mut-*luc*), as depicted in (a). The vectors were injected in 2-cell stage embryos on their own or co-injected with *etv6* MO or *foxo3* mRNA to perform analyses on wild-type (WT), ETV6-deficient or *foxo3* overexpressing backgrounds, respectively. Luciferase activity was measured on stage 22 somitic material. Note that luciferase activity driven by wild-type *vegfa* promoter sequences is significantly reduced in ETV6-deficient embryos or when *foxo3* is overexpressed when compared to WT embryos. In contrast, when the Foxo3 binding motif is deleted from this sequence, luciferase activity is no longer repressed in ETV6-deficient embryos or when *foxo3* is overexpressed. Error bars represent SEM

of three biological replicates. \*\*\*P(WT/*etv6* MO)= 3.0969E-05, \*\*\*P(WT/*foxo3* mRNA)= 4.44051E-06, two-tailed Student's t-test.

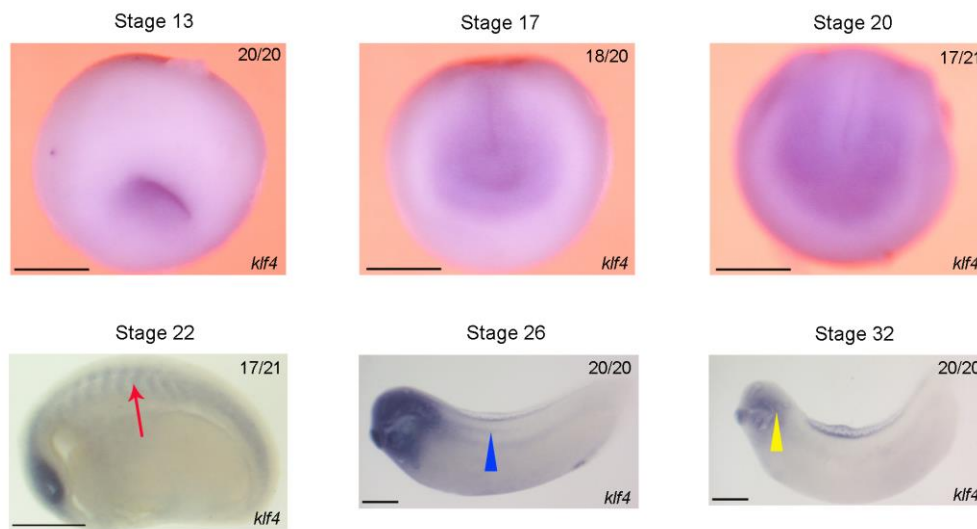

**Supplementary Figure 8. WISH showing that *klf4* is transiently expressed in the somites of *Xenopus* embryos.**

*Klf4* mRNA is not detected before stage 22 of development. At stage 22, its expression is detected in the somites (red arrow) but this expression is extinguished by stage 26 (blue arrowhead indicates expression in the notochord). Yellow arrowhead in stage 32 embryo indicates expression in the head. Stage 13-20 embryos are shown in anterior view with dorsal to the top. Stage 22-32 embryos are shown in lateral view with anterior to the left and dorsal to the top. Numbers in top right corner indicate the number of embryos exhibiting the phenotype pictured (scale bars: 0.5 mm).

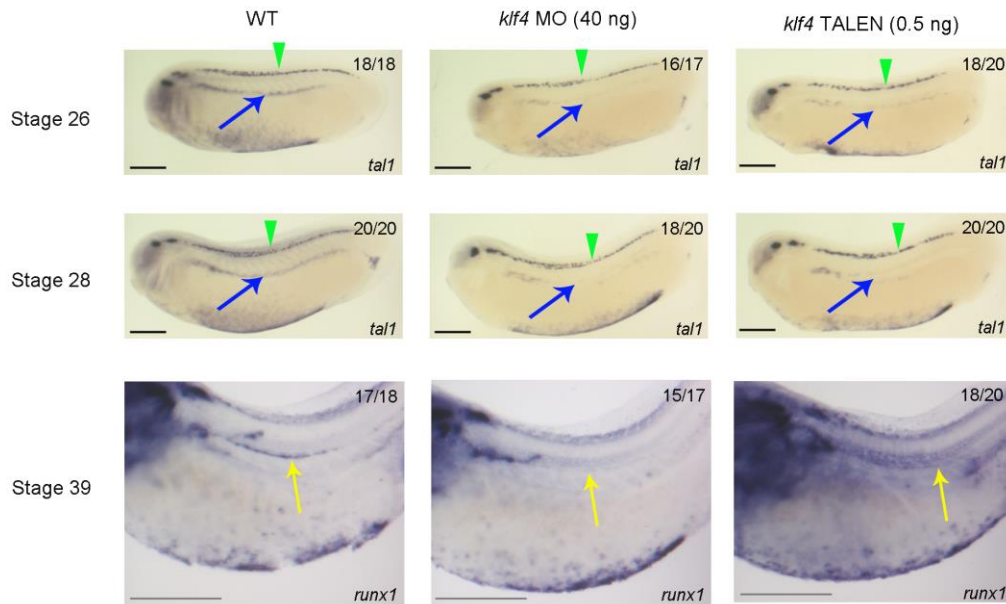

**Supplementary Figure 9. *Klf4* is required for the emergence of HSC.**

WISH demonstrating that the establishment of definitive hemangioblasts in the lateral plate mesoderm, as indicated by *tal1* expression (arrows in stage 26 and 28 embryos), and hemogenic endothelium in the ventral wall of the dorsal aorta, as indicated by *runx1* expression (arrows in stage 39 embryos), is impaired in *klf4*-deficient embryos. Arrowheads in stage 26 and 28 embryos indicate expression of *tal1* in neurons, which is unaffected by *klf4* depletion. Embryos are shown in lateral view with anterior to the left and dorsal to the top. Numbers in top right corner indicate the number of embryos exhibiting the phenotype pictured (scale bars: 0.5 mm).

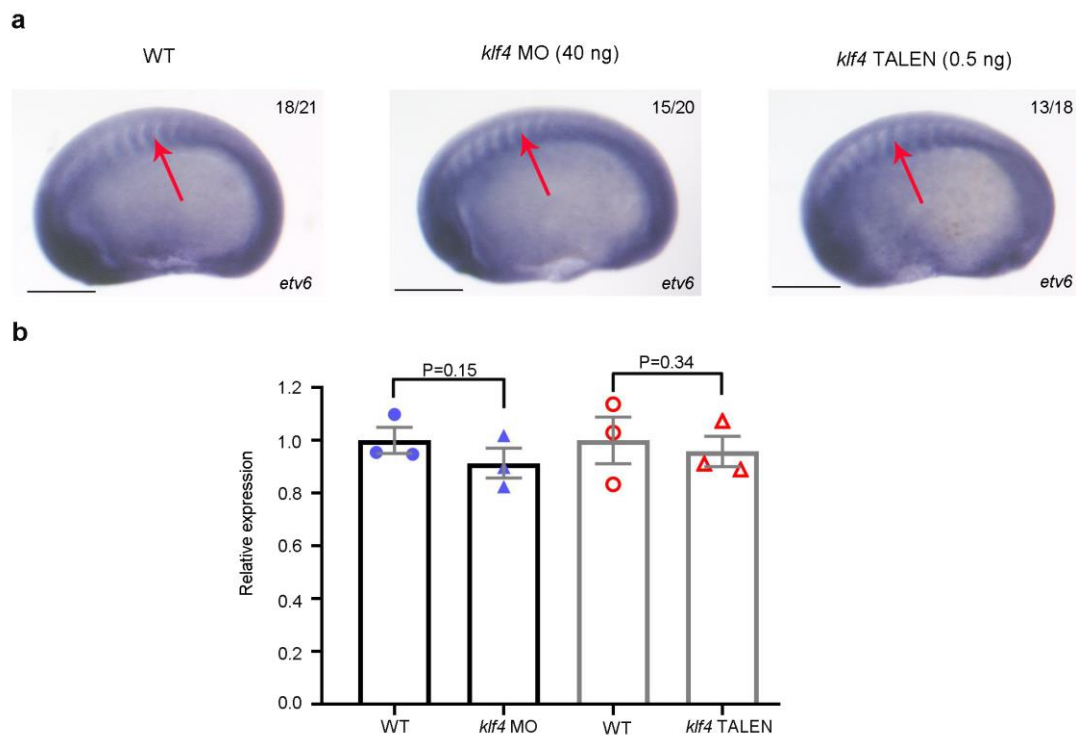

**Supplementary Figure 10. *Etv6* expression in the somites is not affected in *klf4*-deficient embryos.**

**(a)** WISH showing *etv6* expression in the somites (arrows) of stage 22 WT, *klf4* MO- and *klf4* TALEN-injected embryos. Embryos are shown in lateral view with anterior to the left and dorsal to the top. Numbers in top right corner indicate the number of embryos exhibiting the phenotype pictured (scale bars: 0.5 mm).

**(b)** RT-qPCR confirming that similar levels of *etv6* mRNA are expressed in the somites of WT and *klf4*-deficient embryos at stage 22. Expression was normalized to *odc1*. Error bars represent SEM of three biological replicates.

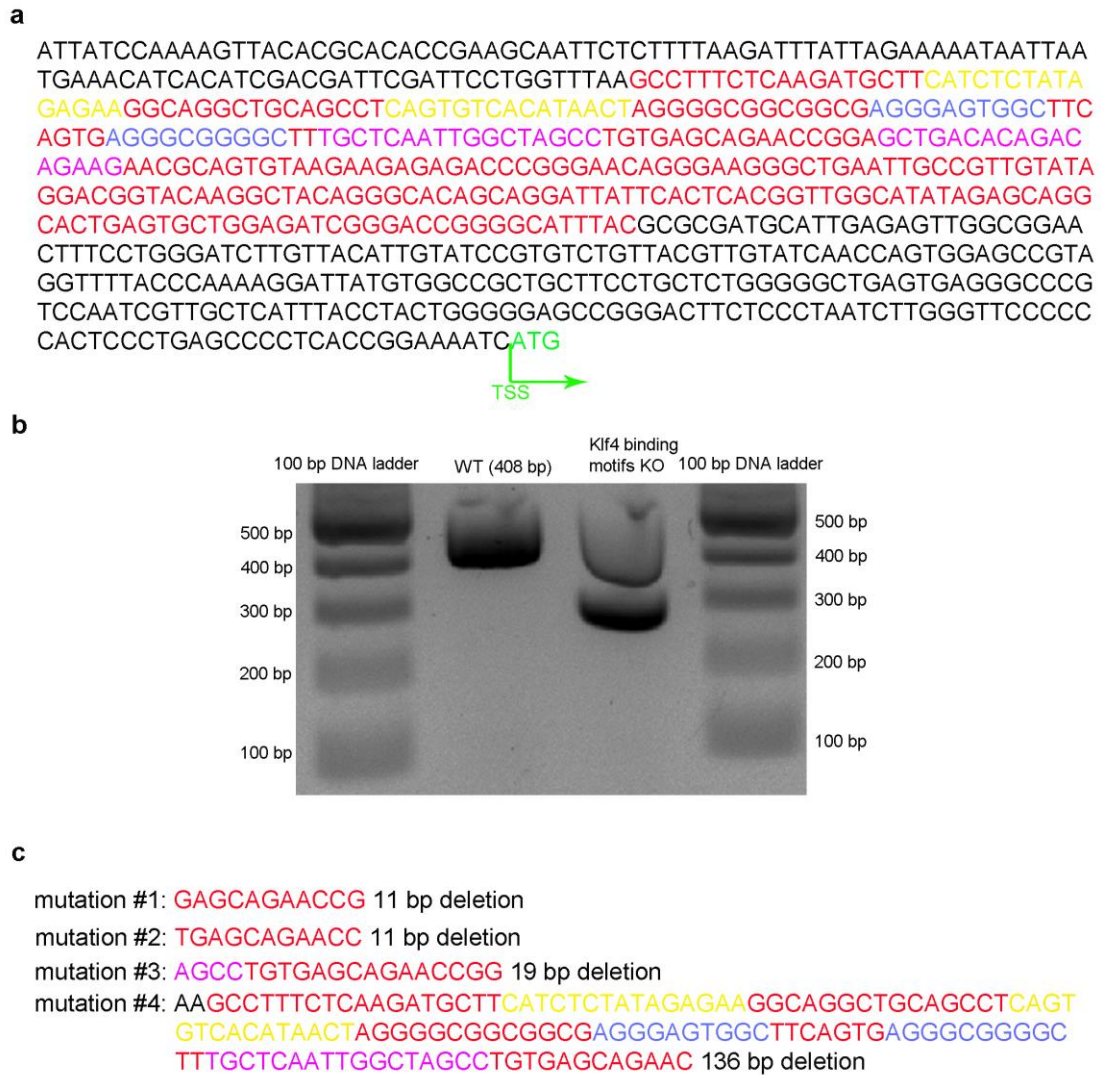

**Supplementary Figure 11. Klf4 binding motifs in the *vegfa* promoter region were deleted using TALENs.**

(a) DNA sequence for the *X. laevis vegfa* promoter (-653 bp ~ +3 bp) containing the Etv6 ChIP peak. The Etv6-peak sequence is indicated in red; Klf4 binding motifs under Etv6-peak are indicated in blue; the transcription start site is indicated in green; the TALENs designed for deletion of the Klf4 binding motifs are indicated in yellow and purple, respectively.

(b) TALEN activity generated a range of deletions in the *vegfa* promoter. Genomic DNA was obtained from 20 WT and TALEN-injected stage 22 somites and PCR-amplified. The smaller product detected from TALEN-injected somites when

compared to WT somites (~270 bp versus ~400 bp) represents the majority of the mutated sequences, as shown in **(c)**.

**(c)** Sequences showing the range of mutations caused by TALEN injection. The PCR products obtained in **(b)** were cloned and Sanger sequenced. TALENs caused mutations in 100% of the clones sequenced (10/10). Mutation #1 was detected in two clones, mutation #2 in two clones, mutation #3 in one clone, and mutation #4 in five clones (50%).

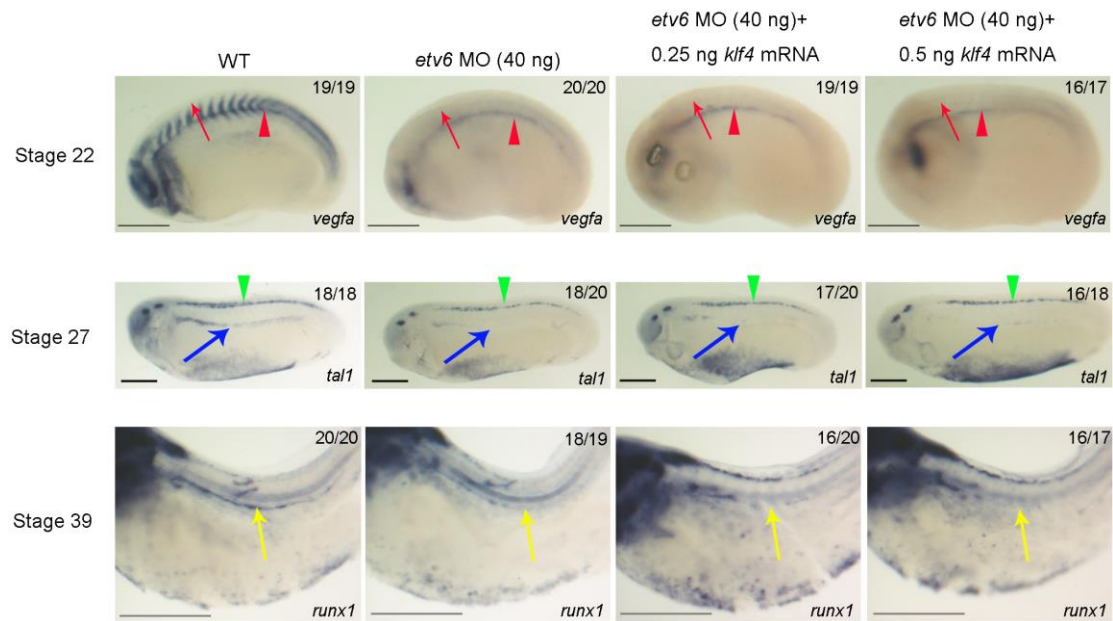

**Supplementary Figure 12. *Klf4* overexpression does not rescue the hematopoietic phenotype of *Etv6*-deficient embryos.**

WISH showing that *vegfa* expression in *Xenopus* somites (arrows in stage 22 embryos), *tal1* expression in definitive hemangioblasts in the lateral plate mesoderm, (arrows in stage 27 embryos), and *runx1* expression in hemogenic endothelium in the ventral wall of the dorsal aorta (arrows in stage 39 embryos) in wild-type (WT) embryos, *Etv6*-deficient (*etv6* MO) embryos and in embryos deficient for *Etv6* and overexpression *klf4* mRNA (*etv6* MO+*klf4* mRNA). Note that *klf4* overexpression does not rescue the hematopoietic phenotype of *Etv6*-deficient embryos. Arrowheads in stage 22 embryos indicate expression of *vegfa* in the hypochord, which is unaffected by *Etv6* depletion. Arrowheads in stage 27 embryos indicate expression of *tal1* in neurons, which is unaffected by *Etv6* depletion. Embryos are shown in lateral view with anterior to the left and dorsal to the top. Numbers in top right corner indicate the number of embryos exhibiting the phenotype pictured (scale bars: 0.5 mm).

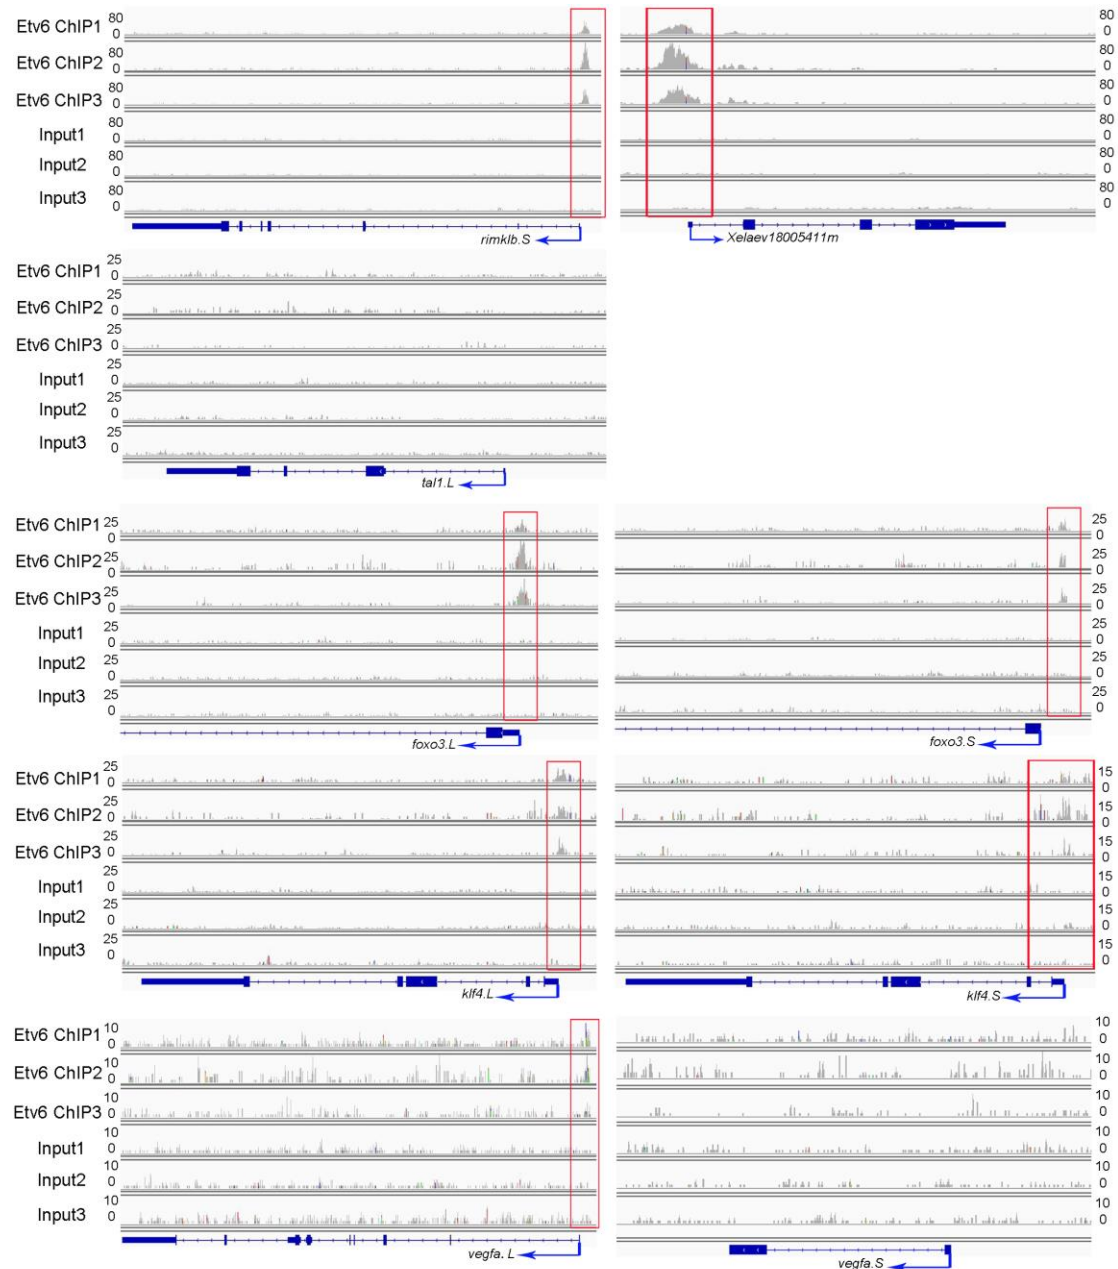

**Supplementary Figure 13. ETV6 ChIP-seq peaks and input tracks from individual ChIP-seq replicates 1, 2 and 3 corresponding to the genomic loci discussed in this study: *rimkb*, *Xelaev18005411m*, *tal1*, *foxo3*, *klf4* and *vegfa*.**

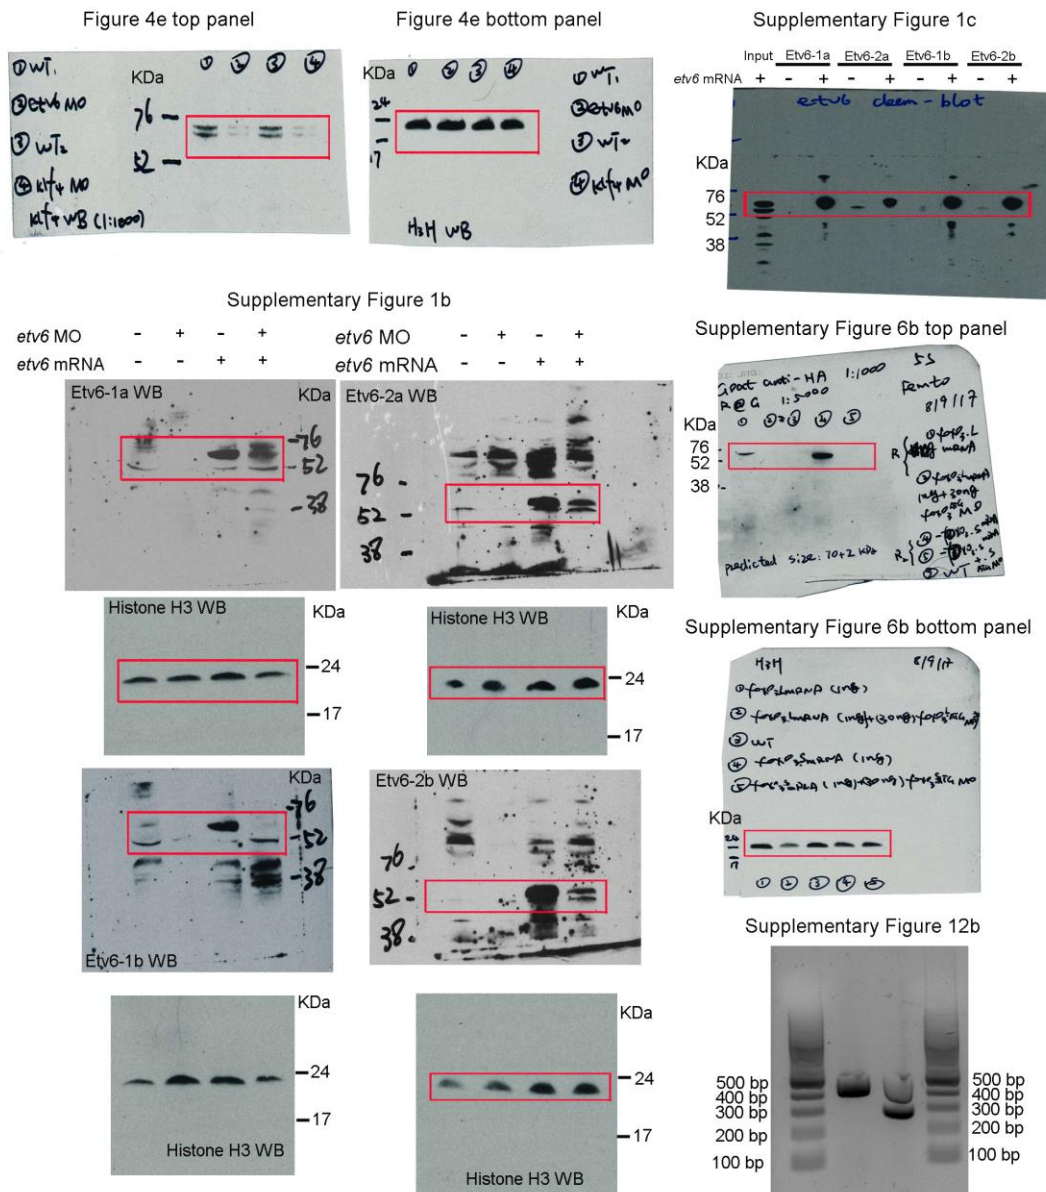

**Supplementary Figure 14. Uncropped scans of western blots and agarose gels presented in Figure 4 and Supplementary Figures 1, 5 and 11.**

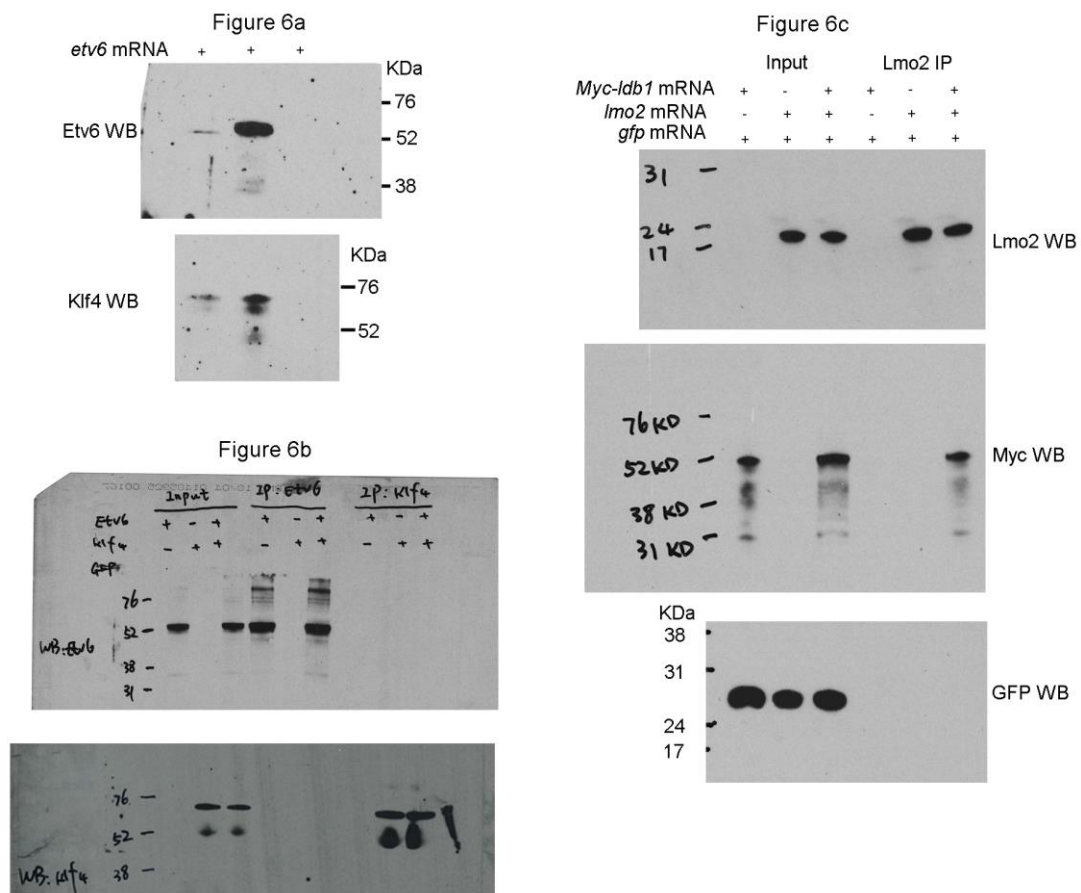

**Supplementary Figure 15. Uncropped scans of western blots presented in Figure 6.**

**Supplementary Table 1. *De novo* motif analysis on the Etv6 ChIP-seq peaks located in the TSS region.**

| Rank | Motif                                                                               | P-value | % of Targets | % of Background | Best Match                                       |
|------|-------------------------------------------------------------------------------------|---------|--------------|-----------------|--------------------------------------------------|
| 1    | 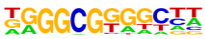   | 1e-922  | 66.01%       | 10.76%          | Klf/Sp/Homer(0.90)                               |
| 2    | 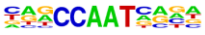   | 1e-334  | 30.22%       | 5.28%           | NFY(CCAAT)/Promoter/Homer(0.94)                  |
| 3    | 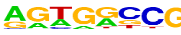   | 1e-106  | 21.32%       | 7.31%           | MA0443.1_btd/Jaspar(0.690)                       |
| 4    | 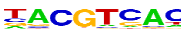   | 1e-80   | 17.26%       | 6.11%           | bZIP_CREB /Jaspar(0.93)                          |
| 5    | 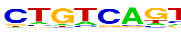   | 1e-74   | 62.36%       | 43.87%          | MA0498.1_Meis1/Jaspar(0.907)                     |
| 6    |    | 1e-62   | 15.29%       | 15.29%          | MA0528.1_ZNF263/Jaspar(0.724)                    |
| 7    | 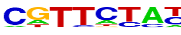   | 1e-47   | 31.16%       | 18.79%          | MA0319.1_HSF1/Jaspar(0.762)                      |
| 8    | 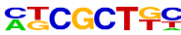   | 1e-45   | 15.87%       | 7.31%           | POL010.1_DCE_S_III/Jaspar(0.761)                 |
| 9    | 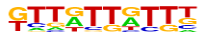  | 1e-39   | 17.79%       | 9.16%           | PB0122.1_Foxk1_2/Jaspar(0.818)                   |
| 10   | 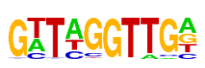 | 1e-37   | 3.53%        | 0.59%           | AtMYB15(MYB)/Arabidopsis thaliana/AthaMap(0.676) |
| 11   |  | 1e-32   | 3.49%        | 0.68%           | GFY(?)/Promoter/Homer(0.928)                     |
| 12   | 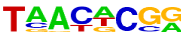 | 1e-31   | 6.93%        | 2.45%           | STB5/STB5_YPD/Yeast(0.749)                       |
| 13   | 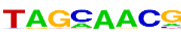 | 1e-31   | 10.74%       | 4.87%           | PB0056.1_Rfxdc2_1/Jaspar(0.911)                  |
| 14   | 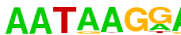 | 1e-28   | 8.94%        | 3.87%           | MA0127.1_PEND/Jaspar(0.816)                      |
| 15   | 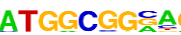 | 1e-27   | 5.78%        | 1.99%           | YY1(Zf)/Promoter/Homer(0.760)                    |
| 16   | 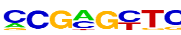 | 1e-26   | 11.28%       | 5.57%           | MA0374.1_RSC3/Jaspar(0.698)                      |
| 17   |  | 1e-18   | 2.34%        | 0.54%           | Stat3(Stat) /Homer(0.898)                        |
| 18   | 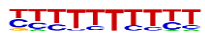 | 1e-17   | 3.90%        | 1.40%           | SeqBias: polyA-repeat(0.888)                     |
| 19   | 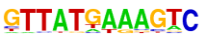 | 1e-15   | 1.15%        | 0.14%           | nub /fly(0.692)                                  |
| 20   | 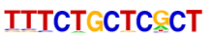 | 1e-14   | 0.62%        | 0.03%           | MA0326.1_MAC1/Jaspar(0.659)                      |
| 21   | 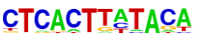 | 1e-9    | 0.37%        | 0.02%           | MA0537.1_BLMP-1/Jaspar(0.607)                    |
| 22   |  | 1e-5    | 0.16%        | 0.01%           | MA0362.1_RDS2/Jaspar(0.645)                      |

**Supplementary Table 2. *De novo* motif analysis on ETV6 ChIP-seq peaks associated with the TSS region of genes repressed or activated by ETV6.**

Motifs overrepresented in the ETV6 peaks associated with the TSS region of genes repressed by ETV6

| Rank | Motif | P-value | % of Targets | % of Background | Best Match                      |
|------|-------|---------|--------------|-----------------|---------------------------------|
| 1    |       | 1e-65   | 68.97%       | 15.33%          | Klf/Sp/Homer(0.87)              |
| 2    |       | 1e-24   | 21.67%       | 2.97%           | NFY(CCAAT)/Promoter/Homer(0.93) |
| 3    |       | 1e-12   | 16.75%       | 3.70%           | hkb/fly(0.850)                  |
| 4    |       | 1e-12   | 2.46%        | 0.01%           | CREB/Jaspar (0.74)              |
| 5    |       | 1e-12   | 2.46%        | 0.01%           | Hox/Jaspar(0.68)                |
| 6    |       | 1e-12   | 4.43%        | 0.10%           | Smad/Homer (0.62)               |

Motifs overrepresented in the ETV6 peaks associated with the TSS region of genes activated by ETV6

| Rank | Motif | P-value | % of Targets | % of Background | Best Match                      |
|------|-------|---------|--------------|-----------------|---------------------------------|
| 1    |       | 1e-123  | 66.37%       | 11.78%          | Klf/Sp/Homer(0.89)              |
| 2    |       | 1e-46   | 23.98%       | 3.15%           | NFY(CCAAT)/Promoter/Homer(0.91) |
| 3    |       | 1e-26   | 23.68%       | 5.87%           | MA0260.1_che-1/Jaspar(0.668)    |
| 4    |       | 1e-23   | 19.59%       | 4.49%           | Klf/Sp/Homer(0.804)             |
| 5    |       | 1e-21   | 12.57%       | 1.9%            | PB0167.1_Sox13_2/Jaspar (0.67)  |
| 6    |       | 1e-17   | 19.30%       | 5.64%           | NPAS2(bHLH) /Homer (0.84)       |
| 7    |       | 1e-16   | 8.77%        | 1.17%           | bZIP_CREB /Jaspar (0.87)        |
| 8    |       | 1e-16   | 20.18%       | 6.55%           | MA0498.1_Meis/Jaspar (0.76)     |
| 9    |       | 1e-14   | 16.37%       | 4.98%           | MA0374.1_RSC3/Jaspar (0.72)     |
| 10   |       | 1e-13   | 17.84%       | 5.88%           | Tcf3(HMG) /Homer (0.69)         |
| 11   |       | 1e-13   | 6.14%        | 0.65%           | ELF1(ETS) /Homer (0.65)         |
| 12   |       | 1e-12   | 3.80%        | 0.18%           | ETS1(ETS)/Promoter/Homer (0.58) |

**Supplementary Table 3. Probes used for *in situ* hybridization. Probes were designed to target both L and S genes unless otherwise indicated.**

| Gene Name      | Accession Number | Restriction Enzyme | RNA Polymerase | Reference                           |
|----------------|------------------|--------------------|----------------|-------------------------------------|
| <i>Meox2</i>   | L20432           | SacII              | SP6            | This Report                         |
| <i>Crim1</i>   | EU882845         | Apal               | SP6            | This Report                         |
| <i>Sox18</i>   | BC072123         | Sall or Smal       | T7             | This Report                         |
| <i>Vegfa.L</i> |                  | BamHI              | T7             | Cleaver et al., 1997 <sup>1</sup>   |
| <i>Foxo3</i>   | AJ783964         | Sall               | T7             | This Report                         |
| <i>Klf4</i>    | BC055956         | Sall or SacI       | T7             | This Report                         |
| <i>Runx1</i>   |                  | Sall               | T7             | Tracey et al., 1998 <sup>2</sup>    |
| <i>Tal1</i>    |                  | XhoI               | SP6            | Ciau-Uitz et al., 2010 <sup>3</sup> |
| <i>Etv6</i>    | EU760352         | NotI or SacI       | T7             | Ciau-Uitz et al., 2010 <sup>3</sup> |

**Supplementary Table 4. MO sequences.**

| Gene Name      | MO sequence               | References                          |
|----------------|---------------------------|-------------------------------------|
| <i>Etv6</i>    | GTAACACTGGGCTGAAGACATTTCC | Ciau-Uitz et al., 2010 <sup>3</sup> |
| <i>Foxo3.L</i> | TGCTTCTGCCATGCTGCGAGAAG   | This report                         |
| <i>Foxo3.S</i> | GGCTTCTGCCATGGTGTGTGAAC   | This report                         |
| <i>Klf4</i>    | CTGCCTCATTAATCTGGGAGGGTCA | This report                         |

**Supplementary Table 5. Primer sequences for cloning.**

| Gene                                               | Primer sequences                                                                                        |
|----------------------------------------------------|---------------------------------------------------------------------------------------------------------|
| <i>Etv6.S</i> mRNA                                 | Forward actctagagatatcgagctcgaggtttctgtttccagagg<br>Reverse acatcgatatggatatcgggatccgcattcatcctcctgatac |
| <i>Foxo3.L</i> mRNA                                | Forward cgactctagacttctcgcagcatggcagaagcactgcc<br>Reverse agacgtcgacgcctggcaccagctc                     |
| <i>Foxo3.S</i> mRNA                                | Forward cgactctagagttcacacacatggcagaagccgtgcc<br>Reverse agacgtcgacgcctggcaccagctc                      |
| <i>Klf4.L</i> mRNA                                 | Forward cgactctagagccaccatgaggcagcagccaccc<br>Reverse agacgtcgacgaagtgtctttcatgtgc                      |
| <i>Klf4</i> talen test                             | Forward tagtcactggctttggctgc<br>Reverse gcaggatactcacattgcct                                            |
| <i>Klf4</i> binding motif KO<br>talen test         | Forward cgcacaccgaagcaattctc<br>Reverse ctcaatgcatcgcgctaaa                                             |
| <i>Klf4.L-luc</i>                                  | Forward GCCGGTACCgagctggatgactgatagagg<br>Reverse ATCAAGATCTgaggctcctgtcagataga                         |
| <i>Foxo3.L-luc</i>                                 | Forward GCCGGTACCtttgctctgttcattgtttcc<br>Reverse ATCAAGATCTcgcgccagaggagccag                           |
| <i>Foxo3.S-luc</i>                                 | Forward GCCGGTACCaggccaacactgcattatatt<br>Reverse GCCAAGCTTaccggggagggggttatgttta                       |
| <i>Vegfa.L-luc</i>                                 | Forward GCCGGTACCccacagccacactcccttc<br>Reverse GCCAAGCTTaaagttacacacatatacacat                         |
| <i>Vegfa.L-Foxo3</i> binding<br>motif deletion-luc | Forward ttttgaagagggacaaaagattt<br>Reverse tgtccctcttccaaaatgttgga                                      |

**Supplementary Table 6. Primer sequences for RT-qPCR. Primers were designed to target both L and S genes.**

| Gene Name    |         | Primer sequences      |
|--------------|---------|-----------------------|
| <i>Foxo3</i> | Forward | tccgctccgtgccctactt   |
|              | Reverse | cgtcttcttggtgcctttcc  |
| <i>Klf4</i>  | Forward | tgcggaaagacctataccaag |
|              | Reverse | ttcggtagtggcgggtcag   |
| <i>Etv6</i>  | Forward | gccgcctactctgggattac  |
|              | Reverse | gcgcagagcccgtgacatc   |
| <i>Odc</i>   | Forward | ggcgacattgtgaaaaagca  |
|              | Reverse | cgggtttgcatagataatcc  |

**Supplementary Table 7. Primer sequences for ChIP-qPCR. Primers were designed to target both L and S genes unless otherwise indicated.**

| Gene Name                    |         | Primer sequences         |
|------------------------------|---------|--------------------------|
| <i>Foxo3</i> peak            | Forward | agcctgtcaccctgcgcgcc     |
|                              | Reverse | ccagggctcctccccttc       |
| <i>Foxo3</i> exon2           | Forward | tgattctcccctgtcccctatg   |
|                              | Reverse | tgctgtgaagaagtgagagaaatg |
| <i>Klf4</i> peak             | Forward | gcggggctgtctccacgtgat    |
|                              | Reverse | gccagggcaccggaac         |
| <i>Klf4</i> intron2          | Forward | agcatctccagacagccaaagt   |
|                              | Reverse | gtagggtgtgcaatatctcttaa  |
| <i>Vegfa.L</i> peak          | Forward | tgacgctcagtgacataac      |
|                              | Reverse | cccgggtctctctttacact     |
| <i>Vegfa.L</i> intron1       | Forward | ggccgacagttaagcgattca    |
|                              | Reverse | ccccacccaggaaatgat       |
| <i>Vegfa.L</i><br>Promoter 2 | Forward | ccacagccacactcccttcta    |
|                              | Reverse | aaaaaattgctgcgtacatg     |

**Supplementary Table 8. Plasmids used for *in vitro* mRNA generation.**

| Plasmid Name      | Restriction Enzyme | RNA Polymerase | Reference                        |
|-------------------|--------------------|----------------|----------------------------------|
| <i>Etv6.S-HA</i>  | Sfi1               | T3             | This Report                      |
| <i>Foxo3.L-HA</i> | Sfi1               | T3             | This Report                      |
| <i>Foxo3.S-HA</i> | Sfi1               | T3             | This Report                      |
| <i>Klf4.L-HA</i>  | Sfi1               | T3             | This Report                      |
| <i>Ldb1-MYC</i>   | Not1               | SP6            | This Report                      |
| <i>Lmo2</i>       | EcoRI              | T3             | Gering et al., 2003 <sup>4</sup> |
| <i>GFP-NLS</i>    | Not1               | SP6            | This Report                      |

#### Supplementary references

- 1 Cleaver, O., Tonissen, K. F., Saha, M. S. & Krieg, P. A. Neovascularization of the *Xenopus* embryo. *Dev Dyn* **210**, 66-77 (1997).
- 2 Tracey WD Jr, Pepling ME, Horb ME, Thomsen GH & JP., G. A *Xenopus* homologue of AML1 reveals unexpected patterning mechanisms leading to the formation of embryonic blood. *Development* **125**, 1372-1380 (1998).
- 3 Ciau-Uitz, A., Pinheiro, P., Gupta, R., Enver, T. & Patient, R. Tel1/ETV6 Specifies Blood Stem Cells through the Agency of VEGF Signaling. *Developmental Cell* **18**, 569-578 (2010).
- 4 Gering, M., Yamada, Y., Rabbitts, T. H. & Patient, R. K. Lmo2 and Scl/Tal1 convert non-axial mesoderm into haemangioblasts which differentiate into endothelial cells in the absence of Gata1. *Development* **130**, 6187-6199 (2003).

# Supplementary material for: Etv6 activates vegfa expression through positive and negative transcriptional regulatory networks in Xenopus embryos
**Source:** Nat Commun. 2019 Mar 6;10:1083. doi: 10.1038/s41467-019-09050-y
**Supplement:** Supplementary file 9 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistical parameters

When statistical analyses are reported, confirm that the following items are present in the relevant location (e.g. figure legend, table legend, main text, or Methods section).

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ An indication of whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistics including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated
- ☐ ☒ Clearly defined error bars  
*State explicitly what error bars represent (e.g. SD, SE, CI)*

Our web collection on [statistics for biologists](#) may be useful.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                              |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | ACT-1 for DXM1200 (Nikon)                                                                                                                                    |
| Data analysis   | Adobe Photoshop CS4, Adobe Illustrator CS4, GraphPad Prism 8. Details of NGS data analysis are in the GEO submission and "Methods" section in the manuscript |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers upon request. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All ChIP-seq and RNA-seq datasets have been deposited online in the Gene Expression Omnibus (GEO) under accession number GSE115225. All other data supporting the results of this study are available within the article and its supplementary information files and from the corresponding authors upon request.

## Field-specific reporting

Please select the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences

☐ Behavioural & social sciences

☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/authors/policies/ReportingSummary-flat.pdf](https://www.nature.com/authors/policies/ReportingSummary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical methods were used to predetermine sample size. Sample sizes were predetermined on the basis of published studies. Number of embryos for WISH were maximum with evenly staining. |
| Data exclusions | No data were excluded in this study.                                                                                                                                                           |
| Replication     | All experiments in this study were reproduced at least three times using three biological replicates with the same protocol.                                                                   |
| Randomization   | Xenopus laevis embryos were allocated to experiment groups on the basis of different treatments and randomized within the given group.                                                         |
| Blinding        | The investigators were not blinded to the group allocation during experiments and outcome assessment.                                                                                          |

## Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                   |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description | Briefly describe the study type including whether data are quantitative, qualitative, or mixed-methods (e.g. qualitative cross-sectional, quantitative experimental, mixed-methods case study).                                                                                                                                                                                                                                                                                 |
| Research sample   | State the research sample (e.g. Harvard university undergraduates, villagers in rural India) and provide relevant demographic information (e.g. age, sex) and indicate whether the sample is representative. Provide a rationale for the study sample chosen. For studies involving existing datasets, please describe the dataset and source.                                                                                                                                  |
| Sampling strategy | Describe the sampling procedure (e.g. random, snowball, stratified, convenience). Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient. For qualitative data, please indicate whether data saturation was considered, and what criteria were used to decide that no further sampling was needed. |
| Data collection   | Provide details about the data collection procedure, including the instruments or devices used to record the data (e.g. pen and paper, computer, eye tracker, video or audio equipment) whether anyone was present besides the participant(s) and the researcher, and whether the researcher was blind to experimental condition and/or the study hypothesis during data collection.                                                                                            |
| Timing            | Indicate the start and stop dates of data collection. If there is a gap between collection periods, state the dates for each sample cohort.                                                                                                                                                                                                                                                                                                                                     |
| Data exclusions   | If no data were excluded from the analyses, state so OR if data were excluded, provide the exact number of exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.                                                                                                                                                                                                                                                                |
| Non-participation | State how many participants dropped out/declined participation and the reason(s) given OR provide response rate OR state that no participants dropped out/declined participation.                                                                                                                                                                                                                                                                                               |
| Randomization     | If participants were not allocated into experimental groups, state so OR describe how participants were allocated to groups, and if allocation was not random, describe how covariates were controlled.                                                                                                                                                                                                                                                                         |

## Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                   |                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description | Briefly describe the study. For quantitative data include treatment factors and interactions, design structure (e.g. factorial, nested, hierarchical), nature and number of experimental units and replicates.                                                                                                                                                                                                                                          |
| Research sample   | Describe the research sample (e.g. a group of tagged <i>Passer domesticus</i> , all <i>Stenocereus thurberi</i> within Organ Pipe Cactus National Monument), and provide a rationale for the sample choice. When relevant, describe the organism taxa, source, sex, age range and any manipulations. State what population the sample is meant to represent when applicable. For studies involving existing datasets, describe the data and its source. |

|                                   |                                                                                                                                                                                                                                                                                                          |
|-----------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sampling strategy                 | <i>Note the sampling procedure. Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient.</i>                                 |
| Data collection                   | <i>Describe the data collection procedure, including who recorded the data and how.</i>                                                                                                                                                                                                                  |
| Timing and spatial scale          | <i>Indicate the start and stop dates of data collection, noting the frequency and periodicity of sampling and providing a rationale for these choices. If there is a gap between collection periods, state the dates for each sample cohort. Specify the spatial scale from which the data are taken</i> |
| Data exclusions                   | <i>If no data were excluded from the analyses, state so OR if data were excluded, describe the exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.</i>                                                                                                 |
| Reproducibility                   | <i>Describe the measures taken to verify the reproducibility of experimental findings. For each experiment, note whether any attempts to repeat the experiment failed OR state that all attempts to repeat the experiment were successful.</i>                                                           |
| Randomization                     | <i>Describe how samples/organisms/participants were allocated into groups. If allocation was not random, describe how covariates were controlled. If this is not relevant to your study, explain why.</i>                                                                                                |
| Blinding                          | <i>Describe the extent of blinding used during data acquisition and analysis. If blinding was not possible, describe why OR explain why blinding was not relevant to your study.</i>                                                                                                                     |
| Did the study involve field work? | <input type="checkbox"/> Yes <input type="checkbox"/> No                                                                                                                                                                                                                                                 |

## Field work, collection and transport

|                          |                                                                                                                                                                                                                                                                                                                                       |
|--------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Field conditions         | <i>Describe the study conditions for field work, providing relevant parameters (e.g. temperature, rainfall).</i>                                                                                                                                                                                                                      |
| Location                 | <i>State the location of the sampling or experiment, providing relevant parameters (e.g. latitude and longitude, elevation, water depth).</i>                                                                                                                                                                                         |
| Access and import/export | <i>Describe the efforts you have made to access habitats and to collect and import/export your samples in a responsible manner and in compliance with local, national and international laws, noting any permits that were obtained (give the name of the issuing authority, the date of issue, and any identifying information).</i> |
| Disturbance              | <i>Describe any disturbance caused by the study and how it was minimized.</i>                                                                                                                                                                                                                                                         |

## Reporting for specific materials, systems and methods

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Unique biological materials            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Unique biological materials

Policy information about [availability of materials](#)

|                            |                                                                                                                                                                                                                            |
|----------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Obtaining unique materials | <i>Describe any restrictions on the availability of unique materials OR confirm that all unique materials used are readily available from the authors or from standard commercial sources (and specify these sources).</i> |
|----------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

## Antibodies

|                 |                                                                                                                                                                                                                                                                                     |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Klf4 antibody (Abcam, ab106629)<br>Foxo3 antibody (Thermo Fisher Scientific, Cat#720128)<br>HA antibody (Santa Cruz Biotechnology, HA-probe (Y-11)-G)<br>Histone H3 antibody (Abcam, ab1791)<br>Myc antibody (Santa Cruz Biotechnology, sc-40)<br>GFP antibody (Millipore, MAB3580) |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

Lmo2 antibody (Abcam, ab72841)  
Etv6 antibodies (NovoPro Bioscience Inc., custom made)

#### Validation

Etv6 antibodies were validated using western blot and co-immunoprecipitation experiments. Klf4, Foxo3, HA, Histone H3, Myc, GFP and Lmo2 antibodies were validated for use in the study. See details in "Methods" section in the manuscript.

## Eukaryotic cell lines

Policy information about [cell lines](#)

#### Cell line source(s)

*State the source of each cell line used.*

#### Authentication

*Describe the authentication procedures for each cell line used OR declare that none of the cell lines used were authenticated.*

#### Mycoplasma contamination

*Confirm that all cell lines tested negative for mycoplasma contamination OR describe the results of the testing for mycoplasma contamination OR declare that the cell lines were not tested for mycoplasma contamination.*

#### Commonly misidentified lines (See [ICLAC](#) register)

*Name any commonly misidentified cell lines used in the study and provide a rationale for their use.*

## Palaeontology

#### Specimen provenance

*Provide provenance information for specimens and describe permits that were obtained for the work (including the name of the issuing authority, the date of issue, and any identifying information).*

#### Specimen deposition

*Indicate where the specimens have been deposited to permit free access by other researchers.*

#### Dating methods

*If new dates are provided, describe how they were obtained (e.g. collection, storage, sample pretreatment and measurement), where they were obtained (i.e. lab name), the calibration program and the protocol for quality assurance OR state that no new dates are provided.*

☐ Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

#### Laboratory animals

J-strain *Xenopus laevis* embryos were obtained, cultured and injected as previously described (Walmsley et al., 2005). Animal experiments were performed according to UK Home Office regulations under the appropriate project licence and approval of the University of Oxford Animal Welfare and Ethical Review Body.

#### Wild animals

The study did not involve wild animals

#### Field-collected samples

The study did not involve samples collected from the field.

## Human research participants

Policy information about [studies involving human research participants](#)

#### Population characteristics

*Describe the covariate-relevant population characteristics of the human research participants (e.g. age, gender, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."*

#### Recruitment

*Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.*

## ChIP-seq

### Data deposition

☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).

☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

#### Data access links

*May remain private before publication.*

<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE115225>

#### Files in database submission

etv6-chip1\_S10\_L001\_R1\_001.fastq.gz  
etv6-chip1\_S10\_L002\_R1\_001.fastq.gz  
etv6-chip1\_S10\_L003\_R1\_001.fastq.gz

```

etv6-chip1_S10_L004_R1_001.fastq.gz
etv6-chip1_S10_L001_R2_001.fastq.gz
etv6-chip1_S10_L002_R2_001.fastq.gz
etv6-chip1_S10_L003_R2_001.fastq.gz
etv6-chip1_S10_L004_R2_001.fastq.gz
etv6-chip2_S2_L001_R1_001.fastq.gz
etv6-chip2_S2_L002_R1_001.fastq.gz
etv6-chip2_S2_L003_R1_001.fastq.gz
etv6-chip2_S2_L004_R1_001.fastq.gz
etv6-chip2_S2_L001_R2_001.fastq.gz
etv6-chip2_S2_L002_R2_001.fastq.gz
etv6-chip2_S2_L003_R2_001.fastq.gz
etv6-chip2_S2_L004_R2_001.fastq.gz
etv6-chip3_S4_L001_R1_001.fastq.gz
etv6-chip3_S4_L002_R1_001.fastq.gz
etv6-chip3_S4_L003_R1_001.fastq.gz
etv6-chip3_S4_L004_R1_001.fastq.gz
etv6-chip3_S4_L001_R2_001.fastq.gz
etv6-chip3_S4_L002_R2_001.fastq.gz
etv6-chip3_S4_L003_R2_001.fastq.gz
etv6-chip3_S4_L004_R2_001.fastq.gz
etv6-Input1_S3_L001_R1_001.fastq.gz
etv6-Input1_S3_L002_R1_001.fastq.gz
etv6-Input1_S3_L003_R1_001.fastq.gz
etv6-Input1_S3_L004_R1_001.fastq.gz
etv6-Input1_S3_L001_R2_001.fastq.gz
etv6-Input1_S3_L002_R2_001.fastq.gz
etv6-Input1_S3_L003_R2_001.fastq.gz
etv6-Input1_S3_L004_R2_001.fastq.gz
etv6-Input2_S11_L001_R1_001.fastq.gz
etv6-Input2_S11_L002_R1_001.fastq.gz
etv6-Input2_S11_L003_R1_001.fastq.gz
etv6-Input2_S11_L004_R1_001.fastq.gz
etv6-Input2_S11_L001_R2_001.fastq.gz
etv6-Input2_S11_L002_R2_001.fastq.gz
etv6-Input2_S11_L003_R2_001.fastq.gz
etv6-Input2_S11_L004_R2_001.fastq.gz
etv6-Input3_S9_L001_R1_001.fastq.gz
etv6-Input3_S9_L002_R1_001.fastq.gz
etv6-Input3_S9_L003_R1_001.fastq.gz
etv6-Input3_S9_L004_R1_001.fastq.gz
etv6-Input3_S9_L001_R2_001.fastq.gz
etv6-Input3_S9_L002_R2_001.fastq.gz
etv6-Input3_S9_L003_R2_001.fastq.gz
etv6-Input3_S9_L004_R2_001.fastq.gz
consensus_peacks.bed.gz

```

Genome browser session  
(e.g. [UCSC](#))

*Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents.*

## Methodology

Replicates

There are three biological replicates for Etv6 ChIP-seq samples (Etv6 ChIP1/ChIP2/ChIP3) with corresponding inputs as control (input1/input2/input3).

Sequencing depth

Sample, Read Depth, Uniquely Mapped, Read Length, Single/Paired-End  
 Input1 30,718,918 22,809,969 40 paired-end  
 Input2 34,714,248 25,949,542 40 paired-end  
 input3 43,900,158 32,849,215 40 paired-end  
 Etv6 ChIP1 65,447,426 35,513,440 40 paired-end  
 Etv6 ChIP2 75,500,184 40,612,772 40 paired-end  
 Etv6 ChIP3 51,827,454 20,737,303 40 paired-end

Antibodies

Etv6 antibody (NovoPro Bioscience Inc., custom made). See details in Methods section and Supplementary Figure 1.

Peak calling parameters

Peaks were analyzed using MACS2 peak calling software at default thresholds, with the input samples as control for each replicate.

Data quality

Raw sequence reads were checked for base quality, trimmed and filtered to exclude adapters using Trimmomatic (Version 0.32), and then mapped to the *X. laevis* V9.1 with BWA version 0.7.12.

Software

Raw sequence reads were trimmed using Trimmomatic (Version 0.32), and mapped to the *X. laevis* V9.1 with BWA version 0.7.12. Peaks were analyzed using MACS2 peak calling software at default thresholds, with the input samples as control for

each replicate. Peaks consistent between replicates were identified using DiffBind (Bioconductor package), those located in TSS regions were identified using Homer software and used to perform TFs binding site analysis with Homer software (findMotifsGenome.pl). For the TFs binding site prediction, DNA sequences under the ETV6 peak were analyzed using Jaspar. ChIP-seq data was visualized on the Integrative Genome Viewer (IGV).

## Flow Cytometry

### Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

- Sample preparation *Describe the sample preparation, detailing the biological source of the cells and any tissue processing steps used.*
- Instrument *Identify the instrument used for data collection, specifying make and model number.*
- Software *Describe the software used to collect and analyze the flow cytometry data. For custom code that has been deposited into a community repository, provide accession details.*
- Cell population abundance *Describe the abundance of the relevant cell populations within post-sort fractions, providing details on the purity of the samples and how it was determined.*
- Gating strategy *Describe the gating strategy used for all relevant experiments, specifying the preliminary FSC/SSC gates of the starting cell population, indicating where boundaries between "positive" and "negative" staining cell populations are defined.*
- ☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

- Design type *Indicate task or resting state; event-related or block design.*
- Design specifications *Specify the number of blocks, trials or experimental units per session and/or subject, and specify the length of each trial or block (if trials are blocked) and interval between trials.*
- Behavioral performance measures *State number and/or type of variables recorded (e.g. correct button press, response time) and what statistics were used to establish that the subjects were performing the task as expected (e.g. mean, range, and/or standard deviation across subjects).*

### Acquisition

- Imaging type(s) *Specify: functional, structural, diffusion, perfusion.*
- Field strength *Specify in Tesla*
- Sequence & imaging parameters *Specify the pulse sequence type (gradient echo, spin echo, etc.), imaging type (EPI, spiral, etc.), field of view, matrix size, slice thickness, orientation and TE/TR/flip angle.*
- Area of acquisition *State whether a whole brain scan was used OR define the area of acquisition, describing how the region was determined.*
- Diffusion MRI ☐ Used ☐ Not used

### Preprocessing

- Preprocessing software *Provide detail on software version and revision number and on specific parameters (model/functions, brain extraction, segmentation, smoothing kernel size, etc.).*
- Normalization *If data were normalized/standardized, describe the approach(es): specify linear or non-linear and define image types used for transformation OR indicate that data were not normalized and explain rationale for lack of normalization.*
- Normalization template *Describe the template used for normalization/transformation, specifying subject space or group standardized space (e.g. original Talairach, MNI305, ICBM152) OR indicate that the data were not normalized.*
- Noise and artifact removal *Describe your procedure(s) for artifact and structured noise removal, specifying motion parameters, tissue signals and*

Noise and artifact removal

*physiological signals (heart rate, respiration).*

Volume censoring

*Define your software and/or method and criteria for volume censoring, and state the extent of such censoring.***Statistical modeling & inference**

Model type and settings

*Specify type (mass univariate, multivariate, RSA, predictive, etc.) and describe essential details of the model at the first and second levels (e.g. fixed, random or mixed effects; drift or auto-correlation).*

Effect(s) tested

*Define precise effect in terms of the task or stimulus conditions instead of psychological concepts and indicate whether ANOVA or factorial designs were used.*Specify type of analysis: ☐ Whole brain ☐ ROI-based ☐ BothStatistic type for inference  
(See [Eklund et al. 2016](#))*Specify voxel-wise or cluster-wise and report all relevant parameters for cluster-wise methods.*

Correction

*Describe the type of correction and how it is obtained for multiple comparisons (e.g. FWE, FDR, permutation or Monte Carlo).***Models & analysis**

n/a | Involved in the study

☐ ☐ Functional and/or effective connectivity☐ ☐ Graph analysis☐ ☐ Multivariate modeling or predictive analysis

Functional and/or effective connectivity

*Report the measures of dependence used and the model details (e.g. Pearson correlation, partial correlation, mutual information).*

Graph analysis

*Report the dependent variable and connectivity measure, specifying weighted graph or binarized graph, subject- or group-level, and the global and/or node summaries used (e.g. clustering coefficient, efficiency, etc.).*

Multivariate modeling and predictive analysis

*Specify independent variables, features extraction and dimension reduction, model, training and evaluation metrics.*

# Supplementary material for: Etv6 activates vegfa expression through positive and negative transcriptional regulatory networks in Xenopus embryos
**Source:** Nat Commun. 2019 Mar 6;10:1083. doi: 10.1038/s41467-019-09050-y
**Supplement:** Supplementary file 10 — Description of Additional Supplementary Files

**Title: Supplementary Data : Etv6 ChIP-seq consistent peaks**

**Description:** Chromosomal coordinates of the 9,128 Etv6 peaks common across the 3 ChIP-seq replicates.

**Title: Supplementary Data 2: *De novo* motif analysis on all Etv6 ChIP-seq peaks**

**Description:** Consensus DNA motifs significantly enriched under the 9,128 Etv6 peaks using HOMER software.

**Title: Supplementary Data 3: Etv6-regulated transcriptome in the somites**

**Description:** 5,186 differentially expressed genes (FDR<0.05) were identified by RNA-seq between WT and Etv6-deficient somites.

**Title: Supplementary Data 4: Gene Ontology analysis of Etv6-regulated transcriptome**

**Description:** Gene Ontology analysis was performed on the 5,186 genes differentially expressed between WT and Etv6-deficient somites using DAVID Bioinformatics Resources.

**Title: Supplementary Data 5: Etv6 putative direct targets**

**Description:** 540 genes are bound by Etv6 at their TSS and differentially expressed between WT and Etv6-deficient somites. The table lists their transcript Id, name, log fold-change of expression and the chromosomal coordinate of the Etv6 peaks at their TSS.

**Title: Supplementary Data 6**: **Predicted TF binding sites in *vegfa* promoter region using Jaspar database.**

**Description:** The sequence of the *vegfa* promoter region was submitted to the Jaspar database to identify putative TF binding sites.

How the deposited data were processed for this re-analysis (not part of the article)

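Etv6 ChIP-seq was analysed for 3 ChIP samples of wild-type somites at stage 22 and their 3 matched inputs. The authors trimmed the reads with Trimmomatic 0.32, mapped them to the X. laevis v9.1 genome with BWA 0.7.12, called peaks in each replicate against its input with MACS2 at default thresholds, and merged the 3 sets with DiffBind, keeping peaks found in at least 3 (minOverlap = 3). The deposited table is this consensus list of 9128 peaks, with a start, an end and a number per peak, and a score that the authors left at 0 in every row. The score was not used. There are 0 columns of per-sample values, so the depth of a sample is known only from the paper's Reporting Summary, and no replicate error, leave-out of a replicate or pairing of ChIP with input was possible. The sample labels give 10 min for fixation and the paper's methods 20 min in each cross-linker, and both are kept.

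Deposited starts are negative for 303 peaks, all on unplaced scaffolds. The starts of the 545 peaks in Supplementary Data 5 are each 2 bp after the deposited start, with the same end, and adding 2 bp places the 303 peaks at the first base of their scaffold. Starts printed with coordinates have 2 bp added, and lengths are the deposited end minus the deposited start. Supplementary Data 5 was used in full (545 rows, 540 genes) for gene names, direction of expression change and log2 fold change, which are the paper's values, and its peaks were joined to the list by an overlap of at least 1 bp. Direction was taken from the sign of the log2 fold change of wild-type over etv6 MO.

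Shares are given with exact (Clopper-Pearson) 95% confidence intervals. Proportions were compared with two-sided Fisher's exact tests, the share of activated genes with a two-sided exact binomial test against the share among all differentially expressed genes in the paper, and peak lengths with two-sided permutation tests of the difference in medians (100000 resamples). The correlation of lengths between L and S copies used 10000 resamples. Peaks or genes were the units throughout. Neighbouring peaks are not independent, so intervals and p-values describe this list and do not cover variation between embryos. On simulated data, 540 of 540 planted overlaps were recovered with 0 false ones, 4 of 100 sets with no difference in length had p under 0.05, and 39 of 40 sets with longer peaks planted did. The simulated peaks were spaced so that only planted overlaps could occur, so that check tests the code alone. The planted length difference was larger than those found here, and the group sizes were others. These checks therefore do not give the power of the length tests. Python 3.11.15 was used with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9.

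Gene order came from the RefSeq gene table of the X. laevis v10.1 genome. By symbol, 263 of the 545 rows of Supplementary Data 5 matched it, 248 of them on the same chromosome in both sources, and no coordinates of v10.1 were used. On chromosomes 5L and 5S, 20 of 20 and 24 of 24 neighbouring pairs of placed direct target peaks were in the same order in both genomes. A gene with no row in Supplementary Data 5 was placed between the nearest such genes on either side.

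Loci were named by a rule set before the data were examined. It covers every gene the paper names beside an Etv6 ChIP-seq peak or its absence, the genes of Fig. 2d and Fig. 2f that Supplementary Data 5 lists, the 5 longest peaks, and the longest and shortest direct target peak in each direction of expression change. The exact test of peaks over 2 kb at direct targets, and the tests of peak lengths and of the activated share, and the alternatives, were also set then, apart from 2 alternatives added later. The tests of long peaks on chromosomes alone and after merging, of direct target peaks on scaffolds and on L and S, of the peak numbers, of the vegfa.L interval and of L and S copies were not, and were added once the files had been read. The alternatives left out unplaced scaffolds, merged peaks less than 100 bp or 1 kb apart, changed the length limits, the overlap required and the distance to a direct target peak, and restricted the genes by fold change. A genome and an annotation of v9.1 were not used here. The planned shares of peaks in TSS regions, the motif counts and the comparison of L and S peak counts with chromosome length were therefore not run. RNA-seq, ChIP-qPCR and luciferase experiments were not analysed here.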

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

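The tests of the scaffold peaks were chosen after the counts were seen, and the test of the peak numbers before its result was.

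Of the 9128 consensus peaks, 33.0% lay on unplaced scaffolds, a share the paper does not report (its share of peaks in regions not annotated is another quantity). Only 0.997% of these peaks were direct target peaks, against 8.42% on chromosomes. A peak in a region without annotation could not be a direct target peak, so this contrast can come from the definition alone. Of the peaks on scaffolds, 10.1% begin at the first base, and those that reach the last base were not counted, so the part of scaffold edges stays open. A few sequences do not account for most of the peaks, since the 10 scaffolds with the most peaks hold 11.4% of them. Of the peak numbers, 56.0% on scaffolds and 45.4% on chromosomes were in the list (two-sided Fisher's exact test, p = 7.81e-40). If the numbers count merged peaks before the 3-replicate requirement, peaks on scaffolds met it more often. Low reproducibility would lower the scaffold share of the list, so this comparison does not test a cause of the 33.0%. Reads shared between repeated sequences, a difference in the density of genes and the lengths of the scaffolds were not tested and stay open. The design has 1 kind of explant and 1 stage, and no biological explanation was tested. By the paper's methods, the somite explants also held notochord, neural tube, hypochord and part of the dorsal endoderm.

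In the peak numbers, a column the paper does not report on, 9767 of the 18895 numbers up to the highest are missing from the list. The numbers rise in the order of the file. If they count all merged peaks along the genome, the step between neighbouring peaks should grow with the distance between them, and over 6100 neighbouring pairs on chromosomes Spearman's rho was 0.668. This is consistent with a merged set at least 18895 peaks in size, of which at most 48.3% were found in all 3 replicates. By chromosome, the share in the list ran from 39.9 to 52.4%. Why a number is missing cannot be read from the list. The depth of the ChIP libraries, which the paper gives as 20737303 uniquely mapped reads in replicate 3 and 40612772 in replicate 2, is a technical explanation that was not tested, and no biological explanation was tested.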

How the results depend on the processing

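The alternatives were set before the files were read, apart from the shift of 2 bp and the L share of peaks other than direct target peaks, which were added after.

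No paired analysis was possible because the list holds no value per sample, and leaving out a replicate, a replicate block and a filter on score were not run for the same reason. The alternatives for TSS regions and motifs were not run because a genome and an annotation of v9.1 were not used here.

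Over the 9 results, 22 of 30 alternatives left the result in the same direction and on the same side of its threshold, or within its interval or 1.5 times its count. The number of consensus peaks ran from 6118 with unplaced scaffolds left out to 8956 with peaks less than 100 bp apart merged. The share of direct target peaks among long peaks less that among other peaks ran from -3.44 percentage points at a 1 kb threshold (28 long peaks at direct targets, two-sided Fisher's exact test, p = 5.27e-06) to -6.59 percentage points within 10 kb of a direct target peak (two-sided Fisher's exact test, p = 0.00185). At a 1.5 kb threshold, 4 long peaks were direct target peaks (two-sided Fisher's exact test, p = 0.00207). The activated share was 5.67 percentage points above that among all differentially expressed genes on chromosomes only (two-sided exact binomial test, p = 0.0108) and 5.87 points with peaks in place of genes (two-sided exact binomial test, p = 0.00562). It was 9.97 points above for expression changes over 1.5-fold, where the limit on fold change was not applied to the genes it is set against, so this difference can come from the limit alone. The share on unplaced scaffolds stayed between 32.8 and 33.0%.

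The number of peaks over 2 kb depended on how peaks were delimited. It was 102 as listed, 131 with peaks less than 100 bp apart merged, 307 with peaks less than 1 kb apart merged and 240 at a 1.5 kb threshold. With identical coordinates required in place of overlap, 0 of the 545 direct target peaks were found, and 545 were found once 2 bp were added to the deposited starts, an alternative chosen after seeing the data. The L share was 56.5% for direct target peaks only, outside the interval for all peaks, though the difference from the other peaks had p = 0.248 in a two-sided Fisher's exact test.

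Both comparisons of peak length changed sign without passing a threshold under any alternative. For direct target against other peaks, the difference in medians was 3 bp, became -11 bp on chromosomes only (permutation test, p = 0.402), and was -0.0345 as a difference in mean log2 length (p = 0.222). For activated against repressed targets it was -1 bp, became 3 bp for expression changes over 1.5-fold (p = 0.944), and was 0.0499 in mean log2 length (p = 0.273, two-sided permutation tests). The causes were not tested.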

Differences from the paper's values

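With the peaks as listed, no value computed here differed from the paper's by more than 1.5 times. The consensus peaks (9128 here and in the paper) and the peaks over 2 kb (102 and 102) were the same in number. So were the direct target peaks (545 and 545) and the direct target genes (540 and 540). The activated share was 62.8% against the paper's 63%. The numbers of consensus peaks and of peaks over 2 kb were counted again on the authors' own consensus list. The direct target counts and the activated share rest on the rows of Supplementary Data 5, which the authors drew from this list. None of these matches is therefore an independent check. Under alternatives set before the data were examined, the number of peaks over 2 kb left that range with peaks less than 1 kb apart merged (307) and at a 1.5 kb threshold (240), as did the number of direct target peaks with identical coordinates required (0).

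The paper places stat3, hdac6, suv39h1, nr1i2 and creg1 among the direct targets of Fig. 2f, and Supplementary Data 5 did not list a peak under those names, so 13 of the 18 genes were found by name.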

Other observations

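The exact test of long peaks over all peaks was set before the files were read, and its test after merging before that result was seen. Its use against an expectation of too few peaks, its test on chromosomes alone and the test of the vegfa.L interval were chosen after the counts were seen. The correlation of L and S copies was planned before its result was seen.

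The lack of direct target peaks among the 102 peaks over 2 kb was weighed against 3 technical explanations. Too few long peaks to expect any is argued against by the exact test over all peaks (two-sided Fisher's exact test, p = 0.00281). An excess of long peaks on unplaced scaffolds is argued against by the same test on chromosomes alone, where 0 of 74 long peaks and 8.52% of the others were direct target peaks (two-sided Fisher's exact test, p = 0.00249). Broad binding split by the peak caller into neighbours is argued against by merging peaks less than 1 kb apart, after which 0.977% of 307 long intervals and 6.65% of the shorter ones overlapped a direct target peak (two-sided Fisher's exact test, p = 4.09e-06). That long peaks lie outside TSS regions more often than short ones, which would also keep them out of Supplementary Data 5, was not tested and stays open. The design holds no condition that would give a biological explanation, and none was tested.

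No peak could be assigned to vegfa.L by its length. The shortest of the 25 peaks between naglu.L and ugp2.L measures 308 bp from the deposited start, and the region in the paper measures 308 bp as end minus start. With the start printed here, as in Supplementary Data 5, that peak measures 306 bp and 0 of the 25 have the length of the region. Which convention the paper used for the region was not determined. Even from the deposited start, a match by chance cannot be excluded, since 25 peaks drawn from the list would hold one of 308 or 309 bp with a probability of 0.0715. That probability rests on 27 peaks of either length, of which 11 measure 308 bp. For 308 bp alone it would be lower and is not given here.

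A hypothesis that L and S copies of a direct target gene carry peaks of similar length was tested over the 34 gene pairs with a peak at both copies, with the longest peak taken for each copy. Across these pairs, which are not independent replicates, log2 lengths correlated with Pearson's r = 0.443 (permutation p = 0.0081) and Spearman's rho = 0.438 (p = 0.0107), and both of these 2 relations had a Benjamini-Hochberg adjusted p of 0.0107. With 2 pairs left out, Pearson's r was 0.326 (permutation p = 0.0647). Those pairs were picked by a length that itself enters the correlation, which limits this check. Longer peaks at L copies thus went with longer peaks at S copies over all 34 pairs, but the Pearson result was not below 0.05 without those 2 pairs. Reads shared between the copies were not tested as an explanation and stay open, and no biological explanation was tested. In 30 of the 34 pairs the paper's expression change had the same direction in both copies.

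Among direct target peaks, the longest at an activated gene was 1699 bp (Xelaev18024625m.g) and the shortest 225 bp (plekha1.S). At repressed genes, the longest was 1184 bp (Xetrov90018871m.L) and the shortest 234 bp (eif5a.S). The crim1.L peak on chromosome 5L from 47142154 to 47142532 had a length of 380 bp. By gene order in the RefSeq table of v10.1, tal1.L lies between jak1.L and gpx7.L, whose peaks bound 12.8 Mb of chromosome 4L in v9.1. That interval held 22 consensus peaks, none of them a direct target peak, and whether any lies at the TSS of tal1.L was not determined. Of the other genes of Fig. 2d, meox2, sox18 and vegfa are not listed by name in Supplementary Data 5.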
